# Two MicroRNAs Are Sufficient for Embryonic Patterning in *C. elegans*

**DOI:** 10.1016/j.cub.2020.09.066

**Published:** 2020-12-21

**Authors:** Philipp J. Dexheimer, Jingkui Wang, Luisa Cochella

**Keywords:** microRNA, Drosha, Pasha, DGCR8, mirtron, embryogenesis, development, *C. elegans*

## Abstract

MicroRNAs (miRNAs) are a class of post-transcriptional repressors with diverse roles in animal development and physiology [1]. The Microprocessor complex, composed of Drosha and Pasha/DGCR8, is necessary for the biogenesis of all canonical miRNAs and essential for the early stages of animal embryogenesis [2, 3, 4, 5, 6, 7, 8]. However, the cause for this requirement is largely unknown. Animals often express hundreds of miRNAs, and it remains unclear whether the Microprocessor is required to produce one or few essential miRNAs or many individually non-essential miRNAs. Additionally, both Drosha and Pasha/DGCR8 bind and cleave a variety of non-miRNA substrates [9, 10, 11, 12, 13, 14, 15], and it is unknown whether these activities account for the Microprocessor’s essential requirement. To distinguish between these possibilities, we developed a system in *C. elegans* to stringently deplete embryos of Microprocessor activity. Using a combination of auxin-inducible degradation (AID) and RNA interference (RNAi), we achieved Drosha and Pasha/DGCR8 depletion starting in the maternal germline, resulting in Microprocessor and miRNA-depleted embryos, which fail to undergo morphogenesis or form organs. Using a Microprocessor-bypass strategy, we show that this early embryonic arrest is rescued by the addition of just two miRNAs, one miR-35 and one miR-51 family member, resulting in morphologically normal larvae. Thus, just two out of ∼150 canonical miRNAs are sufficient for morphogenesis and organogenesis, and the processing of these miRNAs accounts for the essential requirement for Drosha and Pasha/DGCR8 during the early stages of *C. elegans* embryonic development.

**Video Abstract:**

## Highlights

• Depletion of Drosha and Pasha results in embryos that fail to undergo morphogenesis
• The mirtron pathway enables expression of miRNAs in the absence of Drosha and Pasha
• Two miRNAs are sufficient to rescue embryogenesis in the absence of Drosha and Pasha
• miR-35 and miR-51 play an unexplored, likely conserved role in animal development

## Results

### The Microprocessor Is Necessary for Morphogenesis and Organogenesis in *C. elegans*

MicroRNAs (miRNAs) are short non-coding RNAs that act with Argonaute proteins to elicit translational repression and decay of specific target mRNAs [1]. miRNAs are excised from longer genome-encoded transcripts by the Microprocessor, a complex of the endonuclease Drosha and its partner Pasha/DGCR8, and further processed by another endonuclease, Dicer [1]. Loss of the miRNA processing machinery or the Argonaute effector proteins results in early developmental lethality in every animal species studied [16], but the cause for this strict requirement remains unclear. In zebrafish, the abundant miR-430 accounts for a large fraction of the embryonic defects observed upon loss of Dicer [17], acting at least in part by clearing maternal mRNAs [18]. However, miR-430 is only present in vertebrates, and in zebrafish in particular, it forms an unusual cluster with >50 genomic copies [19]. In other animals, the reasons for the essentiality of the miRNA pathway during early embryonic development remain unknown.

To investigate the role of the Microprocessor during embryogenesis of the nematode *C. elegans*, we developed a conditional approach for stringent removal of Drosha and Pasha/DGCR8 and thus miRNAs. Microprocessor depletion in embryos is generally challenging, given the maternal contribution of mRNA and protein. In *C. elegans* in particular, the function of the Microprocessor has not been studied in embryos because homozygous Drosha (*drsh-1*) or Pasha/DGCR8 (*pash-1*) mutants derived from heterozygous mothers carry enough maternal RNA and/or protein to develop into adults, albeit sterile [2, 3]. To overcome this, we took advantage of the *Arabidopsis* auxin inducible degradation (AID) system [20]: we tagged endogenous Drosha (both at the N and C termini) and Pasha/DGCR8 (at the C terminus) with the TIR1 ubiquitin ligase-recognition peptide and expressed TIR1 in both germline and soma to clear maternal and zygotic tagged proteins (Figures 1A and S1A). To further reduce Microprocessor levels, we simultaneously triggered systemic RNAi against *pash-1* by feeding (Figure S1B). To ensure elimination of maternal Microprocessor and its products, mothers were grown on auxin and RNAi-eliciting bacteria for 20 h before harvesting just-fertilized embryos (2-cell stage). This treatment caused an increase in unfertilized oocytes and a concomitant reduction in the number of embryos produced, as expected based on the described roles for miRNAs in germline function [2, 3, 21, 22, 23]. However, we could still harvest enough 2-cell embryos and follow their development. Whereas depletion of either PASH-1 or DRSH-1 alone was sufficient to induce penetrant embryonic lethality (Figure S1C), simultaneous removal of both proteins and *pash-1* mRNA resulted in the earliest, most homogeneous arrest phenotype (Figures S1C–S1E). We refer to this combined AID and RNAi manipulation as RNAiD. This system enabled examination of *C. elegans* embryos that were largely depleted of maternal and zygotic miRNAs (Figure 1B). 

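The miRNA content of *C. elegans* embryos and larvae was measured by small RNA sequencing, with 8 RNA spike-in oligos added per embryo and random nucleotides in the linkers serving as unique molecular identifiers (UMIs), which count molecules in place of PCR copies. There were 23 *C. elegans* libraries of WT, RNAiD and *pash-1(ts)* animals, the last carrying a temperature-sensitive allele of *pash-1* and held at 25 °C, at the 2-cell stage, at gastrulation (4 to 5 h after the 2-cell stage), at the 3-fold stage (8 to 9 h) and as L1 larvae. By the paper's methods, the *pash-1(ts)* strain was kept at a lower, permissive temperature, and mothers were shifted to 25 °C for 7 h before embryos were harvested. WT and RNAiD animals were at 20 °C, and no WT library was at 25 °C. Every contrast of *pash-1(ts)* with WT or RNAiD therefore carries the temperature too, which cannot be told apart from the depletion. Each group had 2 libraries, apart from WT 3-fold embryos with 1, and 4 further libraries were made from *Arabidopsis thaliana* RNA as contamination controls. Mothers were under RNAiD treatment for 20 h by the paper's results and 24 h by its methods. The sample descriptions give 25 to 75 embryos and 10 to 20 ng of RNA per sample, against the paper's 25 to 100 embryos and 5 to 20 ng, and they name the transgenic mirtrons for 3-fold samples alone, where the paper states that the time course came from mirtron-expressing embryos. WT animals carried no such transgenes, so both depletions differ from WT by them as well. The paper reports that the mirtrons left the levels of other miRNAs unaffected under depletion. WT libraries held 254948 to 858393 miRNA UMIs (median 719118) and 20996 to 47073 spike-in UMIs (median 26493). The 16 RNAiD and *pash-1(ts)* libraries held 3235 to 646915 miRNA UMIs (median 38120) and 716 to 58638 spike-in UMIs (median 19992), with the fewest spike-in UMIs in the RNAiD 3-fold libraries (716 and 1479) and in *pash-1(ts)* 3-fold replicate 1 (988). The most abundant oligo, spikeIn_8, made up 56.2% to 70.3% of spike-in UMIs in WT libraries and 70.7% to 76.6% in the RNAiD and *pash-1(ts)* libraries. The libraries were sequenced in runs of April, May and June, and no WT library of the same stage was in a run with the *pash-1(ts)* 2-cell or the RNAiD 3-fold libraries. The same held for RNAiD L1 replicate 2 and *pash-1(ts)* 3-fold replicate 1. RNAiD 2-cell libraries were in the April run and *pash-1(ts)* 2-cell libraries in the May run, so their direct comparison carries the run too. The labels of the 3-fold libraries carry no run date. Their runs were inferred from library numbers that share first digits with dated libraries. The authors trimmed adaptors with cutadapt 1.2.1, split the reads by linker barcode, assigned them to miRNAs of WBcel235 and deposited UMI-corrected counts for 425 miRNA arms and the 8 spike-ins, with no scaling and no background subtracted. From these counts, a level is given as UMIs per 1000 spike-in UMIs of the same library, and ± marks the SD over the n = 2 libraries of a group unless another n is given. Levels and tests have no background subtracted, while the content and the family shares do unless stated. Changes were tested with edgeR's quasi-likelihood test on 251 miRNA arms with at least 10 UMIs in at least 2 libraries, in 1 fit of 12 groups with the spike-in total as library size, and an adjusted p under 0.05 was called a change. The families and lists were fixed before the data were examined. Nothing states that the libraries of a group came from separate cultures, so p-values measure the spread between these samples. WT 3-fold embryos, with 1 library, add nothing to that spread, and every test on them assumes that they vary like the other groups.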

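In RNAiD 2-cell embryos, miR-35 fell to 7.03 ± 0.260 UMIs per 1000 spike-in UMIs (SD, n = 2) from 683 ± 1.94 in WT (SD, n = 2), a log2 fold change of −6.60 (standard error 1.00, adjusted p = 1.9e-05 from edgeR). All 8 members of the miR-35 family, which is made in the germline and early embryo, fell at the 2-cell stage and again at gastrulation (8 at each stage when adjusted over the list alone), and at gastrulation miR-35 was lower by −7.35 (standard error 1.04, adjusted p = 7.0e-06). The family as a whole stood at 30.9 ± 2.31 against 2995 ± 281 in WT at the 2-cell stage and at 56.9 ± 38.1 against 6731 ± 815 at gastrulation. Of the 6 members of the miR-51 family, 5 fell at the 2-cell stage (6 when adjusted over the list alone) and 6 at gastrulation (6 over the list alone). The member that did not pass at the 2-cell stage, miR-52, stood at 201 ± 84.4 against 608 ± 270 in WT (log2 fold change −1.60, standard error 0.78, adjusted p = 0.073, and 0.0098 in a fit of the 4 compared libraries alone), and it fell at gastrulation by −2.93 (standard error 0.82, adjusted p = 0.0032). Among other miRNAs, miR-58a, the most abundant WT miRNA outside both families, fell by −3.19 on the log2 scale (standard error 0.91, adjusted p = 0.0041) at the 2-cell stage, a call lost without WT replicate 1 (−1.96) or without RNAiD replicate 2 (−2.77), and miR-64 fell by −6.68 (standard error 1.14, adjusted p = 5.3e-05) at gastrulation. The let-7 and lin-4 families, which time larval development, fell at 4 of 4 and 2 of 2 members in 2-cell embryos (4 and 2 when adjusted over the list alone, with medians of −5.05 and −5.48, and −1.66 and −2.02 under TMM). In RNAiD, the let-7 family stood at 16.6 ± 9.64 and the lin-4 family at 5.54 ± 6.15 (SD, n = 2). Their summed WT level was 719 in replicate 1 and 155 in replicate 2, so the size of these falls depends on WT replicate 1. For each family, both RNAiD libraries lay below both WT libraries. Maternal somatic material carried with the embryos stays open as a source of the difference between the WT replicates. Tested against the other miRNAs with camera, the miR-35 family was lower at an adjusted p = 1.2e-05 at the 2-cell stage and 8.9e-04 at gastrulation (adjusted p = 0.33 and adjusted p = 0.25 with an estimated correlation). In total, 159 of 251 miRNAs changed at the 2-cell stage, 158 lower and 1 higher, and 137 were lower and 0 higher at gastrulation. The 1 higher was the endogenous mirtron miR-1018, named after its values were seen, with 7 UMIs in both RNAiD libraries together and 0 in WT, at least 1.91-fold higher against a floor of 3 UMIs over the WT libraries. This call was lost without RNAiD replicate 1, without WT replicate 1 and in DESeq2. After subtraction of the mean *Arabidopsis* control level from each miRNA, 1.45% ± 0.506 (SD, n = 2) of the WT miRNA content remained at the 2-cell stage and 1.53% ± 0.698 at gastrulation, of which 12.8% ± 0.0443 and 12.9% ± 4.83 were miR-35 and miR-51 family members. With no subtraction, 8.08% ± 2.87 and 5.42% ± 1.12 remained, of which 42.3% ± 0.549 and 40.1% ± 1.05 were family members, and without control replicate 2, which held 24 spike-in UMIs, 6.22% and 4.17% remained. Both RNAiD libraries lay below both WT libraries at each stage (two-sided exact permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). Scaling by TMM over endogenous miRNAs, which reads composition and not content, moved the median log2 fold change of all 251 miRNAs from −3.27 to 0.00 at the 2-cell stage and from −3.33 to −0.80 at gastrulation, and gave 32 lower and 18 higher, and 64 lower and 58 higher. It left the miR-35 family median at −3.67 and −4.24 but turned that of the miR-51 family from −2.54 to 0.83 at the 2-cell stage and moved it from −3.51 to −0.48 at gastrulation (0.04 under median-of-ratios scaling). miR-58a at the 2-cell stage likewise turned, to 0.23, and miR-52 at both stages, to 1.53 and 0.10 (1.34 at the 2-cell stage under median-of-ratios scaling). At the 2-cell stage, the count of changed miRNAs fell to 58 without WT replicate 1 and to 68 without RNAiD replicate 2.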

100% of these embryos arrest uniformly at the end of gastrulation/onset of morphogenesis, lacking distinguishable internal structure other than the intestine primordium, and eventually die (Figures 1A, 1C, S1D, and S1E).

**Figure 1:**
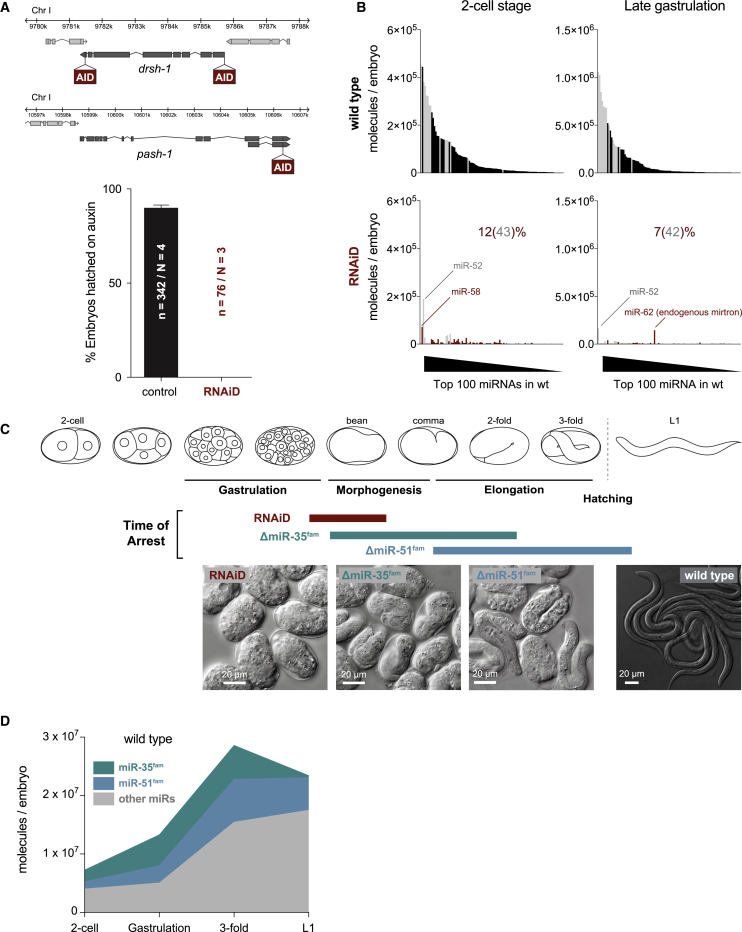
miRNAs Are Essential for Morphogenesis and Organogenesis (A) Schematic of the genetic setup to deplete the Microprocessor via the AID system and hatching rate of control (expressing only TIR1) or Microprocessor-depleted embryos by RNAiD. n, number of embryos scored; N, number of independent experiments. Error bars represent the standard error of the proportion. (B) Absolute miRNA abundance in WT and RNAiD embryos at the 2-cell stage and at the end of gastrulation as determined by quantitative small RNA sequencing. The 100 most abundant miRNAs in WT embryos at each stage are shown. Remaining miRNAs of the miR-35 and miR-51 families are depicted in gray. The percentage of miRNA molecules remaining relative to WT is indicated, with relative contributions of miR-35 and miR-51 families combined noted in brackets. Note that the samples analyzed here are the same as in Figures S2F, S2G, 4A, and S4A. (C) Schematic of the predominant time of arrest and representative images of embryos of the indicated genotypes. (D) Absolute miRNA abundance in developing WT embryos as measured by small RNA-seq, highlighting the proportion of miR-35 and miR-51 families. See also Figure S1.

To deplete the Microprocessor by independent means, we used *pash-1(mj100)*, a temperature-sensitive allele of Pasha/DGCR8 [24]. Shifting mothers to the restrictive temperature 7 h before harvesting 2-cell embryos (the maximum possible before the mothers visibly deteriorate) also resulted in fully penetrant embryonic lethality (Figure S1F). However, the timing of arrest was variable (Figures S1D and S1E), consistent with the observation that an average of 35% of maternal miRNA content remained at the 2-cell stage (Figure S1G). Thus, although the *pash-1(ts)* allele is efficient for removing miRNAs from gastrulation onward, RNAiD results in stringent miRNA depletion from oogenesis up to the time of embryonic arrest.

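In *pash-1(ts)* 2-cell embryos, miR-35 stood at 0.760 ± 0.330 UMIs per 1000 spike-in UMIs (SD, n = 2), a fall of −9.80 on the log2 scale against WT (standard error 1.15, adjusted p = 3.2e-07 from edgeR). All 8 members of the miR-35 family fell (8 when adjusted over the list alone), the least being miR-40 at 31.5 ± 2.05 against 493 ± 1.99 (log2 fold change −3.97, standard error 0.94, adjusted p = 0.0016), a call lost in a fit of these 4 libraries alone, at the same fold, and under TMM, at −1.55. Of the miR-51 family, 3 of 6 fell (3 when adjusted over the list alone). miR-51 itself was at 8.07 ± 3.61 against 558 ± 55.1 in WT (log2 fold change −6.11, standard error 0.96, adjusted p = 2.8e-05), while miR-52 was at 487 ± 569 (log2 fold change −0.32, standard error 0.76, adjusted p = 0.76). Outside both families, miR-58a had a log2 fold change of −0.60 (standard error 0.84, adjusted p = 0.58), lin-4 of −0.71 (standard error 1.25, adjusted p = 0.67), and 1 of 4 let-7 family members fell. The log2 fold changes of miR-52, miR-58a and lin-4 have no settled direction: they were 0.22, 0.62 and 0.96 without WT replicate 1, 0.55, 0.26 and 0.19 without *pash-1(ts)* replicate 1, −2.84, −2.99 and −3.55 without *pash-1(ts)* replicate 2 and 0.98, 1.06 and 0.95 under TMM. The replicates differed. Of the WT miRNA content, 1.74% remained in replicate 1 and 38.4% in replicate 2, a mean of 20.1% ± 25.9 (SD, n = 2), or 26.8% ± 30.1 with no subtraction of the *Arabidopsis* controls. The miR-35 family stood at 46.7 and 56.5 UMIs per 1000 spike-in UMIs in the replicates and the miR-51 family at 136 and 1325. By an exact permutation test, the difference in content from WT could not go below p = 0.333. The miR-35 family was lower against the other miRNAs at an adjusted p = 1.3e-06 from camera (adjusted p = 0.20 with an estimated correlation), and its median of −6.11 was −4.20 under TMM over endogenous miRNAs, where that of the miR-51 family moved from −1.81 to −0.30, and to 0.50 under median-of-ratios scaling. In total, 112 of 251 miRNAs were lower and 0 higher (48 lower and 11 higher under TMM, with a median of all miRNAs of −1.44 in place of −2.99). The count was 34 without WT replicate 1, 39 without *pash-1(ts)* replicate 1, 10 with the sequencing run as a covariate and 5 in a fit of these 4 libraries alone.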

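At gastrulation, *pash-1(ts)* embryos held little miR-35 but much miR-40, whose level had been 31.5 ± 2.05 UMIs per 1000 spike-in UMIs in 2-cell embryos of the strain. Both are encoded in the same intron of Y62F5A.9 on chromosome II of WBcel235 (mir-35 at 11537608 to 11537704 and mir-40 at 11538184 to 11538275, both on the + strand, opposite to the host gene). miR-35 stood at 19.3 ± 1.59 UMIs per 1000 spike-in UMIs against 1337 ± 270 in WT (SD, n = 2 each; log2 fold change −6.11, standard error 0.98, adjusted p = 5.2e-05 from edgeR), and miR-40 at 791 ± 2.70 against 1097 ± 287 (log2 fold change −0.47, standard error 0.84, adjusted p = 0.64, and 1.60 under TMM). Of the miR-35 family, 7 of 8 members fell (7 when adjusted over the list alone; adjusted p = 0.044 from camera, adjusted p = 0.68 with an estimated correlation), and of the miR-51 family 5 of 6 (5 over the list alone). The content remaining was 10.1% ± 1.68 of WT (SD, n = 2), or 15.8% ± 1.37 with no subtraction and 14.7% without *Arabidopsis* control replicate 2. Compared directly, 5 miRNAs were lower in RNAiD than in *pash-1(ts)* embryos at gastrulation and 0 higher, 4 of them in the miR-35 family. They were miR-40 (log2 fold change −6.05, standard error 1.04, adjusted p = 4.9e-04), miR-38 (−4.85, standard error 1.01, adjusted p = 0.0045), miR-41 (−4.79, standard error 1.06, adjusted p = 0.0070), miR-36 (−3.66, standard error 0.87, adjusted p = 0.013) and miR-66 (−4.31, standard error 1.10, adjusted p = 0.023). At the 2-cell stage, RNAiD libraries were of the April run and *pash-1(ts)* libraries of the May run. Between them edgeR called 0 of 251 miRNAs, with 52 at an unadjusted p under 0.05, and DESeq2 called 7. TMM moved the median of all miRNAs in this comparison from −0.29 to 0.65 at the 2-cell stage, with 0 lower and 13 higher, and from 0.00 to 0.78 at gastrulation, with 9 lower and 12 higher. In a fit of the 4 compared libraries alone, 22 were lower and 7 higher at gastrulation. The calls at gastrulation went to 0 without RNAiD replicate 2 and to 2 without *pash-1(ts)* replicate 1 (miR-40 and miR-38), and miR-66 was also lost without RNAiD replicate 1, while the folds stayed large: without RNAiD replicate 2 they were −5.43 for miR-40, −4.37 for miR-38, −4.19 for miR-41, −3.01 for miR-36 and −4.07 for miR-66, which was at −4.60 without RNAiD replicate 1. The calls at the 2-cell stage went to 40 without *pash-1(ts)* replicate 1. Against WT, 134 of 251 miRNAs changed in *pash-1(ts)* embryos at gastrulation, 133 lower and 1 higher (66 lower and 22 higher under TMM, which moved the median of all miRNAs from −3.26 to −1.57; 31 changed without *pash-1(ts)* replicate 1). The 1 higher, named after its values were seen, was miR-255, with 10 UMIs in 1 *pash-1(ts)* library and 0 in WT, at least 4.52-fold higher against a floor of 3 UMIs over the WT libraries. From the maternal miRNA content left in 2-cell embryos, next to the variable timing of arrest, the paper concludes that *pash-1(ts)* removes miRNAs efficiently from gastrulation on and that RNAiD depletes them stringently between oogenesis and the arrest.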

In *C. elegans,* no individual miRNA is known to be essential for embryogenesis, but two families with multiple, redundant members each, miR-35^fam^ and miR-51^fam^, are necessary at two distinct time points [25, 26, 27]. Deletion of all eight members of the miR-35^fam^ (miR-35-42) causes arrest after completing gastrulation during early morphogenesis, -whereas animals lacking the six miR-51^fam^ members (miR-51-56) have later elongation and organogenesis defects and arrest as late embryos or malformed larvae (Figures 1C, S1D, and S1E). These two families constitute ∼50% of the early embryo miRNA content (Figure 1D), and they are broadly if not ubiquitously expressed during embryogenesis [26, 27]. 

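In WT 2-cell embryos, the miR-35 and miR-51 families made up 47.8% ± 21.8 of the miRNA content (SD, n = 2), 32.4% in replicate 1 and 63.2% in replicate 2. At gastrulation their share was 59.8% ± 1.95, at the 3-fold stage 44.5% in 1 library (44.9% of its UMIs before background subtraction, exact 95% interval 44.7% to 45.0%) and in L1 larvae 22.8% ± 3.12. The miR-35 family accounted for 38.5% ± 21.8 at the 2-cell stage, 44.6% ± 2.32 at gastrulation, 21.4% at the 3-fold stage and 1.38% ± 0.114 at L1, and the miR-51 family for 9.29% ± 0.00592, 15.2% ± 4.28, 23.1% and 21.4% ± 3.24. This split depends on the subtraction: before it, the miR-35 family accounted for 30.0% ± 14.3, 38.5% ± 1.14, 20.1% and 1.49% ± 0.104, and the miR-51 family for 17.2% ± 2.51, 20.1% ± 2.90, 24.8% and 23.4% ± 2.98. As a level, the miR-51 family stood at 1905 ± 816, 3571 ± 1039.8, 9079 and 7586 ± 949 UMIs per 1000 spike-in UMIs, and the miR-35 family at 7366 in 3-fold embryos and 482 ± 34.5 in L1 larvae.
Between the 2-cell stage and gastrulation, 1 of 8 miR-35 family members rose (1 when adjusted over the list alone), miR-42, from 21.3 ± 9.24 to 464 ± 46.7 (log2 fold change 4.45, standard error 1.18, adjusted p = 0.0061 from edgeR). It lies apart from the mir-35 to mir-41 cluster, on chromosome II of WBcel235 at 11889811 to 11889905 (+ strand), between protein-coding genes. No miR-51 family member passed at that step. From the 3-fold stage to L1 larvae, 6 of 8 miR-35 family members fell (8 when adjusted over the list alone), miR-35 by −4.65 on the log2 scale (standard error 0.97, adjusted p = 0.0052) to 52.0 ± 2.18, and 0 of 6 miR-51 family members passed. Between gastrulation and the 3-fold stage no member of either family passed, and the direction of their medians, 0.25 and 1.54, turned to −1.92 and −0.64 under TMM over endogenous miRNAs, with the median of all miRNAs at −1.01 in place of 1.10.
The fall from the 3-fold stage to L1 rests on 1 WT 3-fold library sequenced in another run, assumed to vary like the other groups: 8 miRNAs changed at that step (7 lower, among them miR-788, and 1 higher, miR-230, both named after their values were seen; 12 lower and 17 higher under TMM), and 0 without either WT L1 library or with the run as a covariate, where edgeR in full had 41 at an unadjusted p under 0.05 and DESeq2 called 14. The fold of miR-35 stayed at −4.61 and −4.70 without either WT L1 library and was −3.28 with the run as a covariate. The run of the 3-fold library is inferred from its library number. Before subtraction the share of both families was 47.2% ± 16.8, 58.6% ± 1.76 and 24.9% ± 2.88 at the 2-cell stage, gastrulation and L1.

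**Figure D1:**
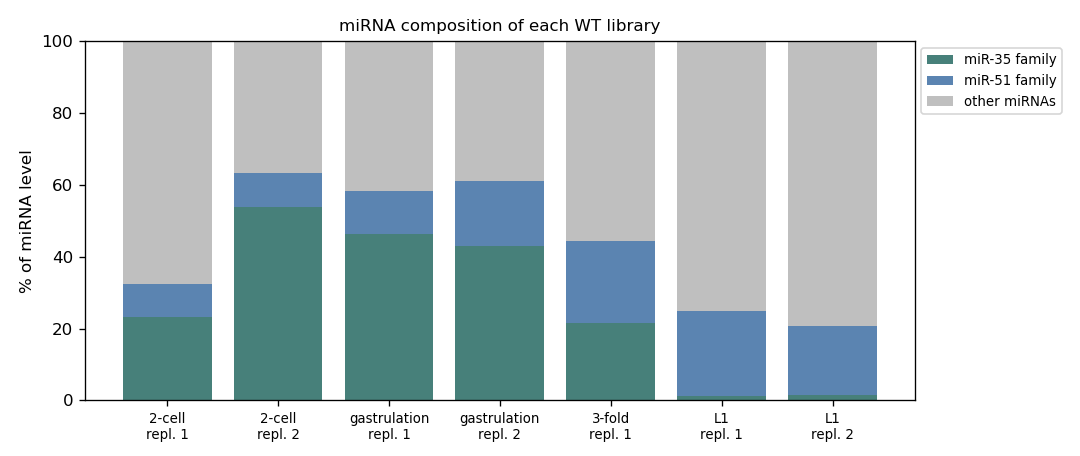
Share of the miRNA level of each WT library, in percent after background subtraction, taken by the miR-35 family, the miR-51 family and all other miRNAs, with 1 stacked bar per library. The 2-cell replicates differ, at 32.4% and 63.2% for both families together, and the miR-35 family part shrinks to 1.38% on average at L1.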

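Outside the miR-35 and miR-51 families, 201 miRNA arms reached 10 UMIs in at least 1 WT 2-cell library, 173 at gastrulation, 192 at the 3-fold stage and 215 in L1 larvae. In the mean level of the WT libraries of a stage, before background subtraction, their median share was 0.0221% at the 2-cell stage, 0.0246% at gastrulation, 0.0159% at the 3-fold stage and 0.0169% at L1, where the mean family member took 3.04%, 4.20%, 3.20% and 1.78%. The most abundant of them at every stage was miR-58a, with 6.19%, 3.92%, 4.93% and 7.50%, and 18, 14, 23 and 28 of them were above 1%. The highest family member was miR-35 at the 2-cell stage, with 5.93%, and then miR-52, with 7.79%, 8.62% and 9.04%. Of the 10 most abundant miRNAs, 7, 8, 8 and 4 belonged to the families. The 2-cell values depend on how libraries are averaged: as a mean of the shares of both libraries, the mean family member took 3.37%, miR-35 7.02% and miR-58a 5.68%, and the highest family member was miR-52 with 4.98% in replicate 1 and miR-35 with 9.80% in replicate 2. At gastrulation it was miR-35 with 7.31% in replicate 1 and miR-52 with 8.71% in replicate 2. The lowest family members were miR-42 at the 2-cell stage, with 0.185%, and miR-38 at L1, with 0.0456%. A list of 7 miRNAs restricted to single cell types or organs held lsy-6 of the ASE neurons, miR-1 of muscle, miR-124 and miR-791 of sensory neurons, miR-60 and miR-786 of the intestine and miR-57 of posterior cells. Together they stood at 434 ± 395 UMIs per 1000 spike-in UMIs at the 2-cell stage (SD, n = 2), 414 ± 5.68 at gastrulation, 1680 in the single 3-fold library and 2716 ± 156 at L1. From gastrulation to the 3-fold stage 2 of the 7 rose (3 when adjusted over the list alone), lsy-6 with a log2 fold change of 5.38 (standard error 1.19, adjusted p = 0.0012 from edgeR) and miR-791 with 4.24 (standard error 1.36, adjusted p = 0.025), for cel-lsy-6-3p and cel-mir-791-3p, where the single 3-fold library is assumed to vary like the other groups. The list's median of 2.38 was 0.21 under TMM and −0.01 under median-of-ratios scaling over endogenous miRNAs. Over all miRNAs, 47 rose and 0 fell at that step (38 lower and 27 higher under TMM; 19 changed without WT gastrulation replicate 1), and 47 fell and 49 rose from the 2-cell stage to gastrulation (52 lower and 73 higher under TMM, with the median of all miRNAs at 0.45 in place of 0.00; 36 changed without WT gastrulation replicate 1 and 59 without WT 2-cell replicate 1).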

The remaining >130 miRNAs are individually much less abundant and tend to be expressed in cell-type-specific manner [16, 28, 29].

The effect of RNAiD was more severe than the arrest phenotype of animals lacking the early-acting miR-35^fam^ (Figures 1C, S1D, and S1E), raising the possibility that other miRNAs could be necessary for earlier stages of embryogenesis. Alternatively, non-miRNA-related activities of Drosha and Pasha/DGCR8 could be responsible for the more severe phenotype upon RNAiD. Moreover, it is possible that the combined loss of miR-35^fam^ and miR-51^fam^ accounts for the observed defects in embryogenesis in the absence of the Microprocessor.

### The Mirtron Pathway Can Be Used to Produce Microprocessor-Independent miRNAs *In Vivo*

To distinguish between the possibilities raised above, we asked whether miR-35^fam^ and miR-51^fam^ are sufficient for embryogenesis in the absence of the Microprocessor and all other miRNAs. As every individual member of the miR-35 or miR-51 family can rescue the complete deletion of the respective family [26], we reasoned that we could re-introduce one member of each family into Microprocessor-depleted animals to test their sufficiency. Previous approaches to introduce miRNAs in a Microprocessor-independent manner relied on injection of processed RNA duplexes [17]. Instead, we developed a transgenic strategy for Microprocessor-independent miRNA delivery, which recapitulates the spatiotemporal specificity of expression of re-introduced miRNAs. Specifically, we designed miR-35^fam^ and miR-51^fam^ mirtrons, which are processed by the spliceosome and are subsequently cleaved by Dicer to produce mature miRNAs (Figures 2A and S2) [30, 31].

**Figure 2:**
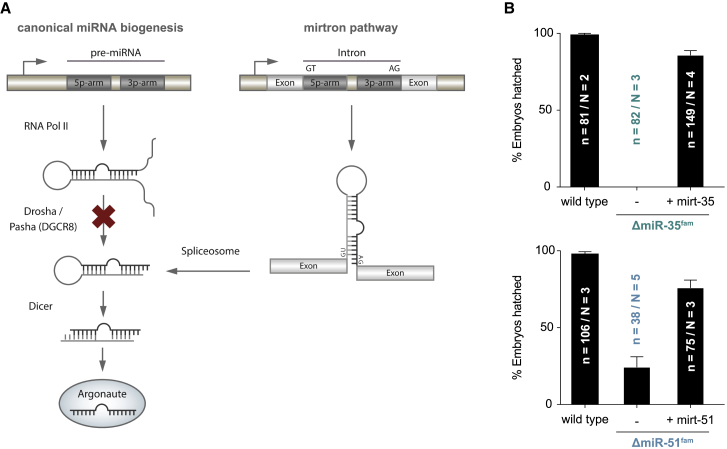
The Mirtron Pathway Can Substitute for Abundant Endogenous miRNAs (A) Schematic of the experimental strategy to test for miRNA sufficiency: a block in miRNA biogenesis at the Microprocessor level is bypassed by splicing during the process of mirtron biogenesis. (B) Hatching rates of miR-35^fam^ and miR-51^fam^ mutant embryos with or without mirt-35 or mirt-51, respectively. Error bars represent the standard error of the proportion. See also Figure S2.

Mirtron-35 and mirtron-51 (mirt-35/51) were expressed under their respective endogenous promoters. Each mirtron was able to largely rescue embryonic lethality of the corresponding miRNA family deletion (to 85% and 75%, respectively; Figures 2B and S2E). In contrast, a mirt-35 variant with a mutated seed sequence failed to overcome lethality caused by deletion of miR-35^fam^ (Figure S2E), ruling out a non-specific rescue by mirt-35 due to its sheer abundance and reported interaction of miR-35^fam^ with other small RNA pathways [32].

Small RNA sequencing from animals expressing the mirtrons in Microprocessor-depleted backgrounds revealed that each mirtron was processed accurately into a mature miRNA with the expected 5′ end, preserving the family seed sequence and thus target specificity (Figure S2F) [33]. Both mirtrons displayed heterogeneity at the 3′ end: 25%–45% of mirt-35 had non-templated addition of a single nucleotide, uridine in >90% of cases, consistent with the described tailing of mirtrons in *Drosophila* [34, 35], and 90%–95% of mirt-51 was trimmed by 1 nt, reducing its length from 24 to 23 nt. The mirtrons were practically undetectable in 2-cell embryos, consistent with commonly observed transgene silencing in the *C. elegans* germline. However, correctly processed mirtrons reached levels comparable to those of the respective families at gastrulation and later time points (Figure S2G). This establishes the mirtron pathway as an efficient tool to express Microprocessor-independent miRNAs that substitute for abundant, endogenous miRNAs.

### Two miRNAs Rescue Morphogenesis and Organogenesis in Microprocessor-Depleted Embryos

Simultaneous expression of mirt-35 and mirt-51 restored the ability of the RNAiD and *pash-1(ts)* Microprocessor-deficient embryos to produce morphologically normal larvae in ∼50% of cases (Figure 3), out of a theoretical maximum of ∼60%, given the imperfect rescue of each of the mirtron transgenes (Figure 2B). The remaining ∼50% of embryos showed variable levels of rescue, with ∼70% reaching later stages of development, albeit with morphogenesis defects (Figure S3A). Both mirtrons were necessary to rescue embryogenesis up to successful hatching in RNAiD-treated animals. However, in the *pash-1(ts)* background, in which a higher fraction of maternal miR-35^fam^ and miR-51^fam^ members persists in early embryos (Figure S1G), each mirtron provided partial rescue on its own (Figure S3B). 

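In 2-cell embryos, miR-35 family members stood at 51.6 ± 6.93 UMIs per 1000 spike-in UMIs in *pash-1(ts)* (SD, n = 2), against 30.9 ± 2.31 in RNAiD, and miR-51 family members at 731 ± 840, against 361 ± 132 in RNAiD (SD, n = 2). The order for the miR-35 family depends on the member. miR-40 alone was at 31.5 ± 2.05 in *pash-1(ts)* against 5.99 ± 0.851 in RNAiD, while miR-35 was at 0.760 ± 0.330 against 7.03 ± 0.260. The order for the miR-51 family depends on the library: *pash-1(ts)* held 136 and 1325 in replicates 1 and 2, and RNAiD 455 and 268. At gastrulation the miR-35 family was at 1164 ± 128 in *pash-1(ts)*, with miR-40 alone at 791 ± 2.70, against 56.9 ± 38.1 in RNAiD. The miR-51 family was at 650 ± 61.5 against 326 ± 51.0 in RNAiD. Compared directly at the 2-cell stage, 0 of 8 miR-35 family members and 0 of 6 miR-51 family members passed the test from edgeR over all miRNAs. When adjusted over the list alone, 1 of the 8 was lower and 3 were higher in RNAiD, and 0 of the 6 passed. In RNAiD against *pash-1(ts)* the miR-35 family median was 0.38 (1.23 under TMM), and that of the miR-51 family was −0.92 but 0.84 under TMM. At gastrulation 4 of 8 miR-35 family members were lower in RNAiD (4 when adjusted over the list alone), with a median of −2.70 (−1.82 under TMM), and 0 of 6 miR-51 family members passed (0 over the list alone). Of the content that remained in *pash-1(ts)* embryos after background subtraction, both families made up 13.7% ± 4.12 at the 2-cell stage and 73.2% ± 4.20 at gastrulation, or 27.0% ± 2.94 and 65.7% ± 3.32 with no subtraction. How the share at gastrulation divides between the families depends on the subtraction: the miR-35 family took 72.6% ± 3.88 and the miR-51 family 0.576% ± 0.317 after it, against 42.0% ± 0.962 and 23.7% ± 4.28 without it.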

Consistent with the earlier role of miR-35^fam^, RNAiD embryos expressing just mirt-35 overcame the early arrest phenotype but failed later during elongation predominantly as malformed 2- to 3-fold embryos (Figures S3C and S3D). Notably, embryos expressing only mirt-51 developed a little further than RNAiD embryos without mirtrons. This suggests that, in addition to a role at later stages of embryogenesis, miR-51^fam^ has a contribution early on, which can be observed in the absence of other miRNAs. We thus conclude that the more severe phenotype of RNAiD relative to miR-35^fam^ mutants is due to the action of other miRNAs, primarily of miR-51^fam^. In addition, RNAiD embryos expressing mirt-51 together with the seed mutant version of mirt-35 looked indistinguishable from embryos expressing mirt-51 alone (Figures S3C and S3D). These results indicate that embryogenesis requires the activity of a miR-35 and a miR-51 family member and not any abundant miRNA that might either balance other small RNA pathways, prevent non-specific loading of Argonaute proteins, or act through distinct indirect mechanisms [32].

**Figure 3:**
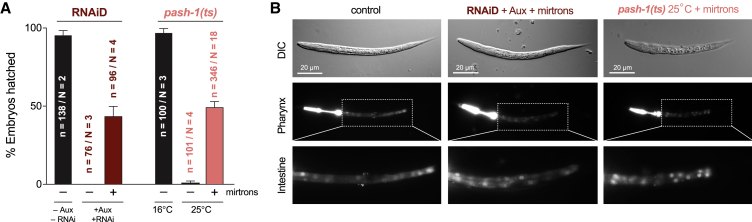
Two miRNAs Are Sufficient for Embryonic Patterning in the Absence of Drosha and Pasha (A) Hatching rates of RNAiD or *pash-1(ts)* Microprocessor-depleted animals, with or without mirt-35 and mirt-51. Error bars represent the standard error of the proportion. (B) Representative images of mirtron-rescued L1 larvae. Shown are differential interference contrast (DIC)/Nomarski images, fluorescently labeled pharynx (*myo-2*^*prom*^*::mCherry*), and intestine (*elt-2*^*prom*^*::NLS-dsRed*). For comparison to arrested embryos without mirtrons, see Figures 1A and S1D. See also Figure S3.

Mirtron-rescued larvae formed all major organs and appeared morphologically normal, although they were slightly shorter and wider (Figures 3B and S3E–S3G), likely due to the lack of miR-58^fam^ [26]. They also crawled and fed, indicating that the production of these two miRNAs accounts for the majority of the embryogenesis defects observed in Microprocessor-deficient *C. elegans*. However, rescued larvae rarely molted and all died. To test whether these larvae could resume development upon regaining the ability to produce miRNAs, we shifted mirtron-rescued *pash-1(ts)* L1 larvae back to the permissive temperature. This enabled a quarter of the larvae to become fertile adults, suggesting that L1 larvae rescued by mirt-35 and mirt-51 during embryogenesis are competent to complete development (Figure S3H) and that additional miRNAs are required for larval progression (in addition to *lin-4* and *let-7*, whose loss causes specific defects distinct from those observed here) [36, 37].

The ability to produce rescued larvae enabled us to assess the level of miRNA depletion beyond the gastrulation time point. We performed quantitative small RNA sequencing in 3-fold embryos (8 h post-2-cell) and in hatched L1 larvae, in addition to the 2-cell and late gastrulation time points (Figures 4A and S4A). Note that the depletion data plotted in Figure 1B are part of this full time course obtained from mirtron-expressing embryos, as we determined that mirtron expression did not affect the levels of other miRNAs under Microprocessor depletion conditions (Figure S4B). 

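Of 251 miRNAs, 137 were lower in 3-fold embryos and 175 in L1 larvae of the *pash-1(ts)* strain than in WT, and 0 were higher at either stage. The single WT 3-fold library is assumed to vary like the other groups. miR-58a fell at the 3-fold stage to 224 ± 124 UMIs per 1000 spike-in UMIs (SD, n = 2) from 1808 in WT (n = 1; log2 fold change −3.01, standard error 0.99, adjusted p = 0.018 from edgeR) and at L1 to 240 ± 82.2 from 2428 ± 68.3 (log2 fold change −3.34, standard error 0.91, adjusted p = 0.0028). miR-2 fell at the same stages by −3.75 (standard error 1.04, adjusted p = 0.0073) and by −5.26 (standard error 1.03, adjusted p = 2.6e-04) on the log2 scale. Both calls at the 3-fold stage were lost without *pash-1(ts)* replicate 1 (miR-58a at −2.54 and miR-2 at −3.19) and under TMM (0.11 and −0.61), and that of miR-58a also with the run as a covariate (−2.74). At L1, miR-58a turned to 0.30 under TMM and miR-2 was not called under median-of-ratios scaling over endogenous miRNAs. Of the miR-35 family, 8 of 8 members fell in 3-fold embryos and 7 of 8 in L1 larvae (8 and 7 when adjusted over the list alone), and of the miR-51 family 4 of 6 and 5 of 6 (4 and 5 over the list alone). The miR-64 family fell at 4 of 4 members at both stages (4 over the list alone) and the miR-58 family at 5 of 6 and 4 of 6 (5 and 3 over the list alone), though the miR-58 family median at the 3-fold stage, −3.94, was 0.10 under median-of-ratios scaling over endogenous miRNAs. After background subtraction, 6.67% ± 2.97 of the WT miRNA content was left at the 3-fold stage, 4.57% and 8.77% in the replicates, and 11.5% ± 4.20 at L1 (SD, n = 2). The families took 52.2% ± 2.72 and 48.6% ± 2.65 of it. At the 3-fold stage the replicates split this share in opposite ways. The miR-35 family took 37.7% in replicate 1 and 3.81% in replicate 2, and the miR-51 family 16.4% and 46.5%. With no subtraction, 11.7% ± 3.88 and 16.0% ± 3.35 were left, and without *Arabidopsis* control replicate 2, 11.1% and 15.4%. Against the other miRNAs, the miR-35 family was lower at the 3-fold stage at an adjusted p = 4.0e-05 from camera (adjusted p = 0.52 with an estimated correlation) and the miR-64 family at an adjusted p = 0.015 (adjusted p = 0.53 with an estimated correlation). TMM over endogenous miRNAs gave 7 lower and 3 higher at the 3-fold stage and 37 lower and 29 higher at L1, with medians of all miRNAs of −0.28 in place of −3.46 and −1.45 in place of −4.69. Median-of-ratios scaling turned the miR-35 family median from −3.58 to 0.46 and the miR-51 family median from −3.46 to 0.64 at L1, and TMM turned the miR-51 family median from −2.87 to 0.33 at the 3-fold stage. Outside both families, levels in 3-fold replicate 2 correlated across 237 miRNAs with those of both RNAiD 3-fold libraries (r = 0.941 and 0.969) more closely than with replicate 1 (r = 0.807), and 61 miRNAs changed without replicate 1, 48 without replicate 2 and 72 with the run as a covariate. At L1, 71 changed without *pash-1(ts)* replicate 1.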

Mirtron-rescued 3-fold embryos and L1 larvae of the *pash-1(ts)* strain were strongly depleted of miRNAs (14% and 20% of miRNA molecules remained compared to wild type [WT], of which 54% and 51% were miR-35/51^fam^ members, respectively). Notably, two miRNAs persisted, the miR-51^fam^ member miR-52, which is partially resistant to Microprocessor ablation, and miR-62, an endogenous mirtron without obvious function [25]. 

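miR-52 was the most abundant miRNA left in *pash-1(ts)* animals at both late stages. It stood at 1130 ± 342 UMIs per 1000 spike-in UMIs in 3-fold embryos (SD, n = 2) against 3159 in WT (n = 1; log2 fold change −1.48, standard error 0.90, adjusted p = 0.15 from edgeR) and at 2211 ± 707 in L1 larvae against 2924 ± 397 (log2 fold change −0.40, standard error 0.76, adjusted p = 0.65). miR-62 stood at 387 ± 89.0 in 3-fold embryos against 473 in WT (log2 fold change −0.29, standard error 1.05, adjusted p = 0.84) and at 860 ± 188 in L1 larvae against 543 ± 69.4 (log2 fold change 0.66, standard error 0.87, adjusted p = 0.51). Neither miRNA passed the test at either of these stages, where the single WT 3-fold library is assumed to vary like the other groups. At gastrulation, miR-52 in *pash-1(ts)* embryos was at 553 ± 16.0 (log2 fold change −1.31, standard error 0.78, adjusted p = 0.15, and 0.011 in a fit of the 4 compared libraries alone) and miR-62 at 109 ± 39.5 against 55.2 ± 4.02 in WT (log2 fold change 0.97, standard error 0.88, adjusted p = 0.35). The *Arabidopsis* controls averaged 644 ± 1183 for miR-52 and 75.1 ± 144 for miR-62 (SD, n = 4), set by control replicate 2 with 2417 and 292. Control replicate 4 held 138 and 7.38. Neither mean is subtracted here, and they lie above the gastrulation values of miR-52 in *pash-1(ts)* and of miR-62 in WT. In WT, miR-62 rose from gastrulation to the 3-fold stage by 3.10 on the log2 scale (standard error 1.03, adjusted p = 0.032), a call lost without either WT gastrulation library (3.18 and 3.03) and under TMM (0.94).
The mir-62 hairpin lies on chromosome X of WBcel235 at 12692608 to 12692665 (+ strand) and fills an intron of *ugt-50*, at 12692608 to 12692665, from end to end. The mir-52 hairpin lies on chromosome IV at 14034008 to 14034107 (+ strand), between protein-coding genes. Of 4 endogenous mirtrons, which leave their host transcript by splicing, 0 changed at any stage of *pash-1(ts)* (0 when adjusted over the list alone). Against the other miRNAs, the list was higher in *pash-1(ts)* at the 2-cell stage, gastrulation and L1 at an adjusted p = 0.017, 8.1e-05 and 0.013 from camera (adjusted p = 0.34, adjusted p = 0.13 and adjusted p = 0.64 with an estimated correlation), and its adjusted p at the 3-fold stage was 0.081. miR-62 made up nearly all of the list's level, with 58.1 of 58.2 UMIs per 1000 spike-in UMIs in WT gastrulation replicate 1 and 993 of 998 in *pash-1(ts)* L1 replicate 1. The other members had few UMIs in which a fall could be called, so these results do not speak for mirtrons as a class. Under scaling to endogenous miRNAs, which reads composition and not content, miR-52 took a higher share in *pash-1(ts)* L1 larvae than in WT, with a log2 fold change of 3.22 under TMM. miR-62 gained a call under TMM in RNAiD gastrulation embryos (log2 fold change 4.45, adjusted p = 6.3e-04 from edgeR, against 1.43 and adjusted p = 0.18 with spike-ins).

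**Figure D2:**
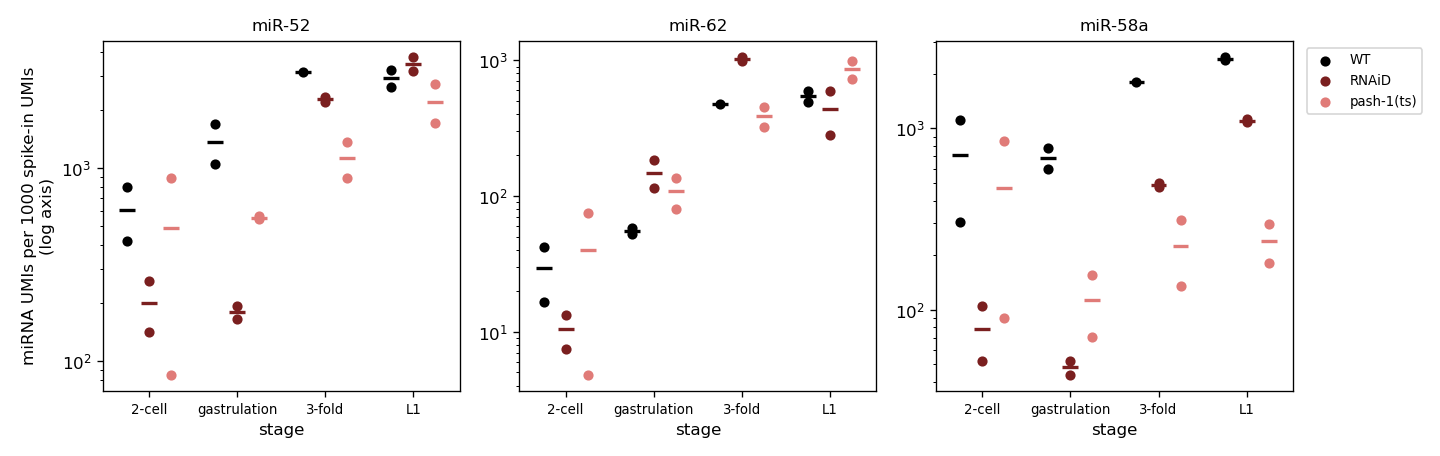
Level of miR-52, miR-62 and miR-58a in UMIs per 1000 spike-in UMIs (log axis) by stage, with 1 point per library and the group mean as a bar, for WT, RNAiD and *pash-1(ts)*. At L1, miR-58a lies at 240 in *pash-1(ts)* against 2428 in WT, while miR-52 lies at 2211 against 2924.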

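In RNAiD 3-fold embryos, miR-35 fell to 13.0 ± 2.62 UMIs per 1000 spike-in UMIs (SD, n = 2) from 1309 in WT (n = 1), a log2 fold change of −6.64 (standard error 1.06, adjusted p = 7.2e-05 from edgeR), and 7 of 8 miR-35 family members fell (8 when adjusted over the list alone). Tests at this stage assume that the single WT library varies like the other groups. In RNAiD L1 larvae, miR-39, of the same family, fell to 2.71 ± 1.09 from 83.1 ± 0.567 (log2 fold change −4.92, standard error 0.93, adjusted p = 0.0022, a call lost without RNAiD replicate 1 and with the run as a covariate, though the fold stayed near that size, at −4.58 and −4.81), again with 7 of 8 members lower (8 over the list alone). The miR-51 family stood at 4024 ± 292 in 3-fold embryos, where 2 of 6 members fell (2 over the list alone), and at 6076 ± 482 in L1 larvae, where 0 passed. miR-52 was at 2265 ± 106 and 3462 ± 414 (log2 fold changes −0.48 and 0.24, standard errors 0.92 and 0.76, adjusted p = 0.71 and 0.79), and miR-58a at 489 ± 19.4 and 1106 ± 35.6 (log2 fold changes −1.89 and −1.13, standard errors 0.98 and 0.84, adjusted p = 0.17 and 0.26, the latter 5.1e-06 at the same fold in a fit of the 4 compared L1 libraries alone). The endogenous mirtron miR-62 was at 1020 ± 51.5 and 440 ± 222 (log2 fold changes 1.11 and −0.30, standard errors 1.12 and 0.87, adjusted p = 0.46 and 0.78).
The miRNA content was 18.7% ± 2.14 of WT in 3-fold embryos and 41.8% ± 1.10 in L1 larvae (SD, n = 2), of which 46.9% ± 0.328 and 39.2% ± 2.79 were miR-35 and miR-51 family members. With no background subtraction these were 23.8% ± 2.09 and 46.1% ± 0.970, with 48.9% ± 0.649 and 40.9% ± 2.28 family members. Compared directly with *pash-1(ts)* L1 larvae, 61 miRNAs were higher and 3 lower in RNAiD L1 larvae (31 lower and 18 higher under TMM, with the median of all miRNAs at 0.19 in place of 2.20), among them miR-51 (log2 fold change 3.05, standard error 0.84, adjusted p = 0.014) and 4 of 6 miR-51 family members (4 over the list alone). The 3 lower were miR-40 (−2.47, standard error 0.89, adjusted p = 0.042), its passenger strand and miR-2220, the last named after its values were seen. The call of miR-51 was lost without *pash-1(ts)* replicate 1 (2.53) and under TMM (1.06), and that of miR-40 without any 1 of the 4 libraries (−2.61 to −2.34), with the run as a covariate (−1.74) and with no filter on low counts. In 3-fold embryos, edgeR and DESeq2 both called 0 miRNAs between the 2 depletions, with 8 at an unadjusted p under 0.05 and the median of all miRNAs at 0.06 (−0.59 under TMM). This comparison is limited by *pash-1(ts)* replicate 2, which resembled the RNAiD 3-fold libraries and for which a wrong label stays open. miR-40 was at 434 in *pash-1(ts)* replicate 1 and 39.6 in replicate 2, against 30.7 and 45.3 in the RNAiD libraries.
Against WT, 38 miRNAs were lower in 3-fold embryos and 49 in L1 larvae, and 0 higher (13 and 20 lower under TMM, with medians of all miRNAs of −1.59 in place of −3.31 and −0.82 in place of −2.14, and the miR-51 family median turned from −1.63 to 0.07 and from −0.78 to 0.52). The miR-35 family was lower against the other miRNAs at an adjusted p = 9.5e-08 and 5.4e-04 from camera (adjusted p = 0.15 and adjusted p = 0.73 with an estimated correlation). The counts depend on the libraries in the fit: at the 3-fold stage 2 or 3 miRNAs changed without one or the other RNAiD library, at L1 2 without RNAiD replicate 1, 3 without RNAiD replicate 2 and 21 to 28 without either WT library, and with the run as a covariate 14 and 0, while a fit of the 4 compared L1 libraries alone gave 178 lower and 0 higher of 209. Between the depletions at L1, 1 changed without *pash-1(ts)* replicate 1.

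**Figure D3:**
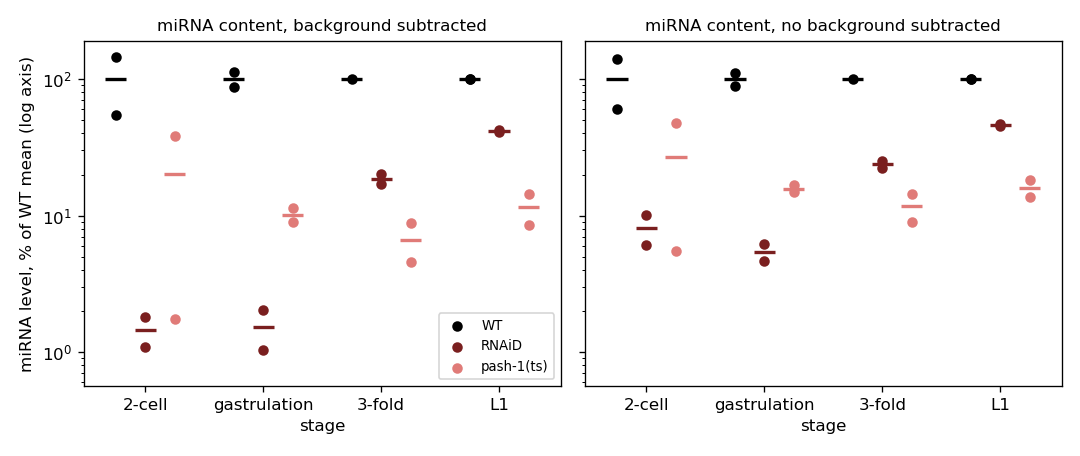
miRNA level of each library in percent of the WT mean of its stage (log axis), with background subtracted on the left and without subtraction on the right, 1 point per library and the mean as a bar, for WT, RNAiD and *pash-1(ts)*. The RNAiD means lie at 1.45%, 1.53%, 18.7% and 41.8% with subtraction and at 8.08%, 5.42%, 23.8% and 46.1% without it.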

RNAiD treatment, which was very efficient for depletion of maternal and zygotic miRNAs up to the end of gastrulation, still caused significant miRNA depletion in 3-fold embryos (27% remaining, of which 51% correspond to miR-35/51^fam^ members) but was less effective for miRNA depletion in L1 larvae, likely because auxin levels in late embryos become insufficient to trigger efficient degradation. From the combination of the RNAiD and the *pash-1(ts)* experiments, we conclude that miR-35^fam^ and miR-51^fam^ are sufficient for embryonic development in the absence of Drosha and Pasha/DGCR8 activities.

**Figure 4:**
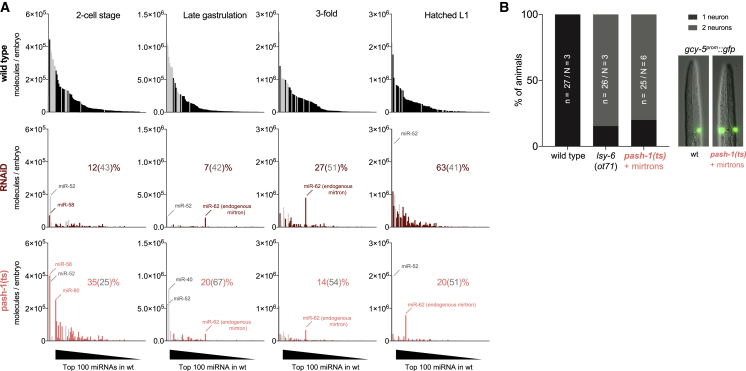
Mirtron-Rescued Embryos Lack Canonical miRNAs at the Molecular and Functional Level (A) Absolute miRNA abundance in WT, RNAiD, and *pash-1(ts)* animals under restrictive conditions, at the indicated time points, measured by spike-in normalized small RNA-seq as in Figure 1B. Shown are the top 100 miRNAs, ranked by abundance in WT samples. Remaining miRNAs of the miR-35 and -51 families are in gray. For comparison, data for 2-cell and gastrulation time points are replotted from Figures 1B and S1G. The percentage of miRNA molecules remaining relative to WT is indicated, with the relative contribution of mir-35 and mir-51 families combined noted in brackets. For quantification of miRNAs grouped by families, see Figure S4A. (B) Functional readout for the function of the late embryonic miRNA *lsy-6*. In WT animals, only the right ASE neuron expresses *gcy-5:gfp*, but absence of functional *lsy-6* results in activation of the reporter in both the left and right neurons.

We also confirmed that mirtron-rescued larvae were functionally depleted of miRNAs that act later in cell-type-specific manners. For instance, *lsy-6* is a miRNA necessary to lateralize the ASE pair of neurons [38]. Mirtron-rescued *pash-1(ts)* larvae behaved identically to larvae bearing a genomic deletion of *lsy-6* in their inability to properly specify the ASE lateral asymmetry (Figure 4B). Hence, these larvae, which lack practically all miRNAs except for miR-35/51^fam^, also provide an opportunity to explore the global contribution of such later-acting, cell-type-specific miRNAs.

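*lsy-6* was not detected in *pash-1(ts)* L1 larvae. Both libraries held 0 UMIs of cel-lsy-6-3p among 15222 spike-in UMIs, against 406 UMIs in the WT L1 libraries (8.51 ± 0.453 UMIs per 1000 spike-in UMIs, SD, n = 2), so it was at least 43.4-fold lower against a floor of 3 UMIs over both libraries (adjusted p = 2.4e-04 from edgeR). miR-1, which acts in muscle, was at 39.5 ± 9.96 against 1016 ± 81.8 (log2 fold change −4.68, standard error 1.03, adjusted p = 4.6e-04, and not called under TMM), and cel-mir-60-3p of the intestine was lower by −5.31 (standard error 1.10, adjusted p = 3.4e-04). Of 7 miRNAs restricted to single cell types or organs, 6 fell (6 when adjusted over the list alone), and together they stood at 173 ± 11.8 against 2716 in WT. The member that did not pass was cel-mir-786-3p (log2 fold change −3.63, standard error 1.83, adjusted p = 0.078). In RNAiD L1 larvae the same list stood at 900 ± 8.83, with 1 of 7 lower than in WT, and 4 of 7 were higher than in *pash-1(ts)* larvae (5 over the list alone). The miR-2 family, expressed in neurons, and the miR-44 family fell at 4 of 4 members each, the let-7 family at 2 of 4 and the lin-4 family at 1 of 2 (4, 4, 2 and 1 over the list alone), though under median-of-ratios scaling over endogenous miRNAs the medians of the miR-44, let-7 and lin-4 families were 0.89, 0.11 and 0.41. The list of 7 was not set apart from the other miRNAs by camera (adjusted p = 0.31), and its median of −4.68, the same with *lsy-6* at its bound, was −1.07 under TMM. The *lsy-6* hairpin lies on chromosome V of WBcel235 at 10647232 to 10647304 (+ strand), between protein-coding genes, and that of mir-1 on chromosome I at 6172662 to 6172757 (− strand), also between protein-coding genes.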

## Discussion

We showed that Microprocessor-depleted *C. elegans* embryos arrest shortly after gastrulation, failing to undergo morphogenesis or to form organs. This arrest phenotype is earlier than in Dicer-deficient zebrafish, which manage to form most organs, albeit imperfectly [17]. The early arrest is reminiscent of Pasha/DGCR8 mutant mouse embryos, which die during gastrulation [5]. Two conserved miRNAs, one member of each miR-35^fam^ and miR-51^fam^, are sufficient to overcome this arrest in *C. elegans*.

Both Drosha and Pasha/DGCR8 bind a variety of non-miRNA substrates [9, 10, 11] and perform regulatory functions through cleavage or binding of mRNAs [12, 13, 14, 15]. However, the biological significance of these functions remained unclear. As embryonic lethality caused by absence of Pasha and Drosha is rescued by addition of miR-35 and miR-51, we conclude that neither protein carries out essential miRNA-independent functions during early *C. elegans* embryogenesis.

The miR-35^fam^ and miR-51^fam^ are broadly conserved: miR-35^fam^ is found across Protostomia and miR-51^fam^ is part of the miR-100^fam^, one of the most conserved families across all animals [27, 39]. Yet the functions of these two miRNA families remain poorly understood. In *C. elegans*, miR-35^fam^ has been implicated in fecundity, sex determination, and apoptosis [23, 40, 41, 42, 43]. However, none of these functions explain the fully penetrant embryonic lethality. The role of miR-51^fam^ remains less explored; part of the defects observed in *C. elegans* embryos lacking this family are related to the fat cadherin ortholog, CDH-3 [27]. However, deregulation of CDH-3 does not explain the embryonic lethality in the absence of miR-51^fam^.

Zebrafish miR-430 is expressed in the zygote, where it plays a role in maternal mRNA clearance [18]. In contrast, miR-35^fam^ and miR-51^fam^ are present in the germline, and at least for miR-35^fam^, there is evidence that it is active in the maternal germline [42, 43]. Moreover, the levels of the predicted targets of the miR-35^fam^ and miR-51^fam^ tend to stay constant during embryogenesis or even increase (Figure S4C) [44]. These observations strongly suggest that miR-35^fam^ and miR-51^fam^ do not function in maternal mRNA clearance. These two miRNA families thus play a yet unidentified, likely conserved function in animal embryogenesis.

We propose that the finding that two miRNAs are sufficient for early embryonic patterning in *C. elegans*, together with the predominance of miR-430 in zebrafish embryogenesis [17], reflects a more general principle of miRNA function in animal development, namely that only few miRNAs have acquired functions in the early stages of embryogenesis. Notably, these miRNAs with early, essential functions are present as families with multiple members that share the same seed sequence and are expressed broadly and abundantly. Consistently, in the mouse, the only miRNAs known so far to play a role in early patterning are the miR-290 and miR-302 clusters [45]; deletion of both clusters simultaneously causes arrest around E6.5, similar to the loss of DGCR8 [5].

Whereas few miRNAs act at early stages of embryogenesis, we propose that the majority of miRNAs in *C. elegans*, but also in other animals, play roles in the development and physiology of specialized cells. Most miRNAs in *C. elegans* are expressed with high cell type specificity at later stages of embryogenesis and/or in differentiated cells [16, 28, 29]. Although not strictly required for survival under laboratory conditions, such cell-specific miRNAs contribute to the acquisition of the phenotypic diversity that is critical for the animal’s evolutionary success in complex natural environments (e.g., by enabling development and function of diverse sensory neurons) [38, 46]. Similarly, many miRNAs in other animals are expressed with high cell type specificity [47, 48] and, based on a comprehensive survey in the mouse [1], seem to function in cell- or tissue-specific development or physiology. Many of these mouse miRNAs are also essential for viability, although lethality in these cases occurs late in development in correctly patterned embryos that fail to generate specific cell types, e.g., miR-1-deficient mice die shortly after birth due to cardiac muscle defects [49]. In contrast in *C. elegans*, most miRNAs are not required for viability in the lab, even at later stages [25]. This distinction between worms and mice likely reflects a difference in the tolerance of each organism to defects in the production of differentiated cells rather than generally distinct roles of miRNAs (e.g., miR-1-deficient *C. elegans* also show a range of molecular and cellular defects in muscles, but the animals are still fully viable in the lab) [50, 51, 52].

Our work supports the distinction of two classes of miRNAs that contribute to the production of a multicellular organism in different ways: few miRNAs act in the early stages of development, whereas the majority of miRNAs play more specialized roles at later stages [16]. This classification may provide a more general framework for understanding the contributions of miRNAs to animal development and evolution.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-myc (clone 4A6)	Merck Millipore	Cat# 05-724; RRID: AB_11211891
Rabbit polyclonal anti-gamma-tubulin	Abcam	Cat# ab50721; RRID: AB_880628)
Anti-mouse IgG secondary HRP-linked	Cell Signaling Technologies	Cat# 7076; RRID: AB_330924)
Anti-rabbit IgG secondary HRP-linked	Cell Signaling Technologies	Cat# 7074; RRID: AB_2099233)

**Bacterial and Virus Strains**		

*E. coli* OP50 standard *C. elegans* food source	CGC	N/A
*E. coli* HT115 RNAi bacteria (targeting pash-1)	ORFeome version 1.1	T22A3.5 (ORF-ID)

**Chemicals, Peptides, and Recombinant Proteins**		

3-Indolacetic acid (Auxin)	Sigma-Aldrich	CAS I2886
Cas-9 from *Staphylococcus aureus*	In-house	N/A

**Critical Commercial Assays**		

TRIzol Reagent	Invitrogen	CAS 15596026
SuperScript III	Invitrogen	CAS 18080044
GoTAQ qPCR Mastermix	Promega	CAS A6001
Alt-R CRISPR-Cas9 tracr/crRNA system for genome editing (insertion of AID-tags)	Integrated DNA technologies	N/A

**Deposited Data**		

Small RNAseq data deposition with NCBI GEO	This paper	GEO: GSE153233

**Experimental Models: Organisms/Strains**		

*C. elegans* strains used/generated: see Table S1	CGC / this paper	N/A

**Oligonucleotides**		

qPCR-primer: pash-1-F: 5′-GCCTTCGAGAAAACG GGGAA-3′	This paper	N/A
qPCR-primer: pash-1-R: 5′-TGGCTCCCATTTCGG AGATT-3′	This paper	N/A
qPCR-primer: drsh-1-F: 5′-TGAGCTGGCTTTGGCT AATCT-3′	This paper	N/A
qPCR-primer: drsh-1-R: 5′-ACCCCGTAATTAGTCG CTGG-3′	This paper	N/A
qPCR-primer: cdc-42-F: 5′-TGGGTGCCTGAAATT TCGC-3′	This paper	N/A
qPCR-primer: cdc-42-R: 5′-CTTCTCCTGTTGTGG TGGG-3′	This paper	NA
ALT-R crRNA drsh-1 N terminus: 5′- TTAGATTTTCATTT AGATGT-3′	This paper	N/A
ALT-R crRNA drsh-1 C terminus: 5′-GATACCAGCGACT AATTACG-3′	This paper	N/A
ALT-R crRNA pash-1 C terminus: 5′-AGGTGAATATACT ATTTGTG-3′	This paper	N/A

**Recombinant DNA**		

Plasmid pPD75_95 (base vector for mirtrons)	Fire Lab / Addgene	CAS 1494
Expression vectors for mirtron-35 and mirtron-51 (see STAR Methods or Figure S2 for details)	This paper	N/A

**Software and Algorithms**		

RNAfold Two-State-Folding algorithm	[53]	http://unafold.rna.albany.edu/
miRNA analysis pipeline for sRNaseq data	[28]	https://doi.org/10.1038/nmeth.4610
Nextflow pipeline	[54]	https://www.nextflow.io/about-us.html
Nextflow pipeline modifications	This paper	https://github.com/lengfei5/smallRNA_nf/tree/master/dev_sRBC
Scripts for analysis of sRNaseq data presented here	This paper	https://github.com/lengfei5/smallRNA_analysis_philipp/tree/master/scripts

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Luisa Cochella ().

#### Materials Availability

Key strains will be made available at the Caenorhabditis Genetics Center (University of Minnesota), other strains and plasmids are available upon request.

#### Data and Code Availability

Sequencing data are deposited under the GEO accession number GEO: GSE153233. Small RNA reads were mapped and processed as in [28]. Modifications of the Nextflow pipeline for can be found under: https://github.com/lengfei5/smallRNA_nf/tree/master/dev_sRBC. Other scripts can be found at: https://github.com/lengfei5/smallRNA_analysis_philipp/tree/master/scripts

### Experimental Model and Subject Details

*Caenorhabditis elegans* was kept under standard conditions on NGM plates seeded with *Escherichia coli* OP50 at 20°C as previously described [55], unless indicated otherwise. The Bristol strain N2 was used as a wild-type control. MiR-35 family mutant embryos were derived from self-fertilized, homozygous mutant mothers (nDf49, nDf50) that were maternally rescued. For analysis of the earliest miR-51 family mutant phenotypes, we sought to reduce the maternal load of miR-51 family miRNAs (as embryos can only be obtained from mothers expressing at least one mir-51 family member). To this end, mutant embryos were derived from mothers expressing miR-54-56 as well as an early embryonic mir-35^prom^::GFP reporter from an extrachromosomal array, while all genomic copies of miR-51 family miRNAs were deleted (nDf58, nDf67, n4100). These arrays tend to be lowly expressed or silenced in the *C. elegans* germline and are only segregated to a fraction of the offspring. Therefore, miR-51 family mutant embryos obtained from these mothers upon self-fertilization were selected for lack of the rescuing array by absence of mir-35^prom^::GFP expression, and subsequently analyzed. A full list of strains used and generated in this study is provided in Table S1.

### Method Details

#### Mirtron design and expression

Production of a miRNA of interest via the mirtron pathway involves the challenge of designing an intron that resembles a pre-miRNA hairpin and simultaneously allows for efficient splicing. To generate mirtron-versions of miR-35 or miR-51, the 6 nucleotides at the 3′ end of the respective pre-miRNA-hairpin were modified to create a 3′ splice site and match the consensus sequence of 12 annotated endogenous *C. elegans* mirtrons (Figure S2A) [56]. Because intron borders correspond to the ends of mature miRNAs, the 5′ arm of mirtrons invariably starts with a G, which negatively impacts loading into Argonaute [57]. Thus, mature mirtrons are preferably incorporated into the 3′ arm. As interaction of miRNAs with cognate target mRNAs is largely determined by the seed region (nts 2-8), minor alterations in the 3′ end of a miRNA are expected to have little impact on its target repertoire. As branch point motifs are rather permissive in *C. elegans*, virtually any A located in vicinity to a 3′ splice site allows for efficient lariat formation [58], we thus made no additional changes to account for the branch point. Upon introduction of a functional 3′ splice site into the 3p-arm of the pre-miRNA, compensatory changes were introduced in the 5p arm to retain hairpin secondary structure. This was guided by secondary structure predictions using the RNAfold Two-State-Folding algorithm for RNA at 20°C [53], yielding a mirtron-hairpin with a secondary structure highly similar to its endogenous pre-miRNA-hairpin equivalent (Figure S2C). The resulting sequence was used to replace the middle intron of GFP in the commonly employed *C. elegans* vector pPD75.95 (Fire lab). To recapitulate the spatio-temporal expression pattern of endogenous miRNAs, the promoter sequence of the respective endogenous miRNA was used to drive mirtron expression (2.0 kb upstream of pre-mir-35 or 2.5 kb upstream of pre-mir-52, respectively). Conveniently, GFP-fluorescence serves as an internal control for correct splicing of the inserted mirtron. Functionality of mirtrons was assayed by testing their ability to rescue an otherwise lethal deletion of the respective miRNA family. For the design of mirtron-35_seed mutant_, three base pairs in the seed region of mirtron-35 were swapped in the pre-mirtron stem-loop, preserving integrity and thermodynamic features of the hairpin and miRNA-duplex to ensure efficient processing and loading of the mirtron-variant.

#### Genome engineering

To generate AID-tagged copies of *pash-1* and *drsh-1,* animals were subjected to Cas-9 mediated genome engineering via RNP-microinjection following the Co-CRISPR approach described by [59], with modifications from [60]. Briefly, the Alt-R CRISPR/Cas9 system (Integrated DNA Technologies) was employed and animals were injected with a mixture containing 300mM KCl, 20mM HEPES, 4μg/μl recombinant Cas9 (from *S. aureus,* purified in-house), 500ng/μl TracerRNA, 100ng/μl crRNA targeting the Co-CRISPR marker gene dpy-10, and 15ng/μl dpy-10- > rol-6 repair template oligo. Additionally, 100 ng/μl crRNA against the locus of interest as well as 100-200ng/μl dsDNA repair template encoding the desired modification with around 50bp flanking homology arms were added to the mix. Note that for efficient degradation of DRSH-1 we needed to insert AID degrons at the N- and C-termini simultaneously as either degron alone was insufficient for depletion. Guide RNAs used and sequences inserted (in bold) were as follows:

*drsh-1* – N-terminal AID-tag – guide sequence used = 5′- TTAGATTTTCATTTAGATGT-3′ – locus post-edit:
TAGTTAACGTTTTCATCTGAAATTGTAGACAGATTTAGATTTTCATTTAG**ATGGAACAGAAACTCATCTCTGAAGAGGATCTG*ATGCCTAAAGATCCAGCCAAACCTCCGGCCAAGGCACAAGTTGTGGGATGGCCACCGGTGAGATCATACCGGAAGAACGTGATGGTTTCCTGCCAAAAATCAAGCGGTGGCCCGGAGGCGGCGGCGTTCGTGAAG*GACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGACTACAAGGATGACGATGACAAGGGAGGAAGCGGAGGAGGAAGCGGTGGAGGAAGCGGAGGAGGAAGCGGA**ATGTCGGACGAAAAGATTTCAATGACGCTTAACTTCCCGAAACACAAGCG
*drsh-1* – C-terminal AID-tag - guide sequence used = 5′-GATACCAGCGACTAATTACG-3′ – locus post-edit:
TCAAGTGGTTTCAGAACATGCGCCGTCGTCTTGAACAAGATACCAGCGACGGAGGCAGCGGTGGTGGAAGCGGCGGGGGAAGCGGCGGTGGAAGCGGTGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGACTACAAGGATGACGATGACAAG*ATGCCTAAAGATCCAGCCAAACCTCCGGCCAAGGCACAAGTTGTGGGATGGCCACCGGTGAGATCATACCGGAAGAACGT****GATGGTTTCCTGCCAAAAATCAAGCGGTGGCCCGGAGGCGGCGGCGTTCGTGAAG*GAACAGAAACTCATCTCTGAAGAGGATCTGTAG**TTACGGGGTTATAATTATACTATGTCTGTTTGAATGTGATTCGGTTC
*pash-1* – C-terminal AID-tag – guide sequence used = 5′-AGGTGAATATACTATTTGTG-3′ – locus post-edit:
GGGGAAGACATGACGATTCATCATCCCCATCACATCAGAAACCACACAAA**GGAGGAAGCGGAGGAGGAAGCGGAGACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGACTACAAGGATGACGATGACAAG*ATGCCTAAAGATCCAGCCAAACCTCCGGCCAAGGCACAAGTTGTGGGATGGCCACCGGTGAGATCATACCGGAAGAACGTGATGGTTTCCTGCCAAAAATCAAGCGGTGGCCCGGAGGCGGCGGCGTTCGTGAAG*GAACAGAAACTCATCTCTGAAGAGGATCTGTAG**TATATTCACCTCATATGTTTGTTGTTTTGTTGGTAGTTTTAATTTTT
Inserted sequences contained the TIR-1 recognition peptide (italics), a FLAG (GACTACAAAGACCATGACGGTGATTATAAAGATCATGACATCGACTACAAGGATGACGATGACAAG) and a MYC (GAACAGAAACTCATCTCTGAAGAGGATCTG) tag, as well as GGSG linkers in between.

#### Pash-1(ts) experiments

Animals bearing the *pash-1(ts)* allele *mj100* were kept constantly at the permissive temperature of 16°C. *pash-1(ts)* animals expressing the mirtron-51 transgene were selected every few generations for high levels of the co-expression marker *elt-2p::dsRed*, as this transgene was prone to undergo silencing. For experiments, L4 stage larvae were transferred to a fresh plate and shifted to 25°C approximately 16h later. In order to achieve maximal depletion of maternal miRNAs, mothers were kept at the restrictive temperature an additional 7h before harvesting early embryos (1-4 cell stage). Extending the time at the restrictive temperature was prohibited by the rapidly deteriorating health of gravid *pash-1(ts)* adults expressing mirtrons at 25°C. For backshift-experiments with mirtron-rescued *pash-1(ts)* animals, hatched L1s that developed under restrictive conditions were transferred to a fresh plate within 1h after hatching, allowed to develop at 16°C, and scored for their ability to reach adulthood within 7 days.

#### RNAiD experiments

Animals were kept constantly on standard NGM plates seeded with *E. coli* OP50 at 20°C. For combined AID and RNAi treatment, NGM plates were supplemented with 1mM Carbenicillin, 1mM IPTG and 4mM Auxin (3-Indoleacetic acid, Sigma #I2886). RNAiD plates were seeded with *E. coli* HT115 expressing dsRNA which elicits an RNAi response against *pash-1* mRNA (clone from the ORFeome-RNAi v1.1 (Vidal) library, ORF-ID T22A3.5). To ensure efficient mRNA knockdown, RNAi bacteria were grown freshly for every experiment in liquid LB culture, the medium was brought to 1mM IPTG around 1h before pelleting bacteria, and plates were seeded with a 20X concentrate (as Auxin inhibits bacterial growth). For experiments, L4s were transferred to RNAiD plates, embryos were harvested 24h later, and assayed as described below. While the AID-system rapidly depletes proteins within minutes to hours [20], extending the Auxin treatment to 24h was required to ensure near-complete elimination of maternal miRNAs. Surprisingly, overall health of mirtron-expressing gravid adults upon RNAiD treatment was significantly less adversely affected compared to *pash-1(ts)* animals, eventually owed to the temperature difference and/or deleterious side-effects of PASH-1(TS) at 25°C. Efficiency of RNAi-mediated *pash-1* mRNA knockdown was assessed via RT-qPCR. Briefly, 5-10 embryos in the 2-cell stage were transferred to about 1 μl of Lysis Buffer (5mM Tris-HCl pH 8.0, 0.25 mM EDTA and 1 mg/mL Proteinase K, 0.5% Triton X-100, 0.5% Tween20) using a thin glass needle. These samples were subjected to 10 min digestion at 65°C before heat inactivation of proteinase K for 1 min at 85°C. Next, crude lysates were reverse transcribed before performing qPCR using the GoTAQ qPCR Mastermix (Promega) according to the manufacturer’s instructions. Relative expression was calculated according to the ΔΔCq-method using *cdc-42* as a reference gene, the following primer sequences were employed:

*pash-1*-F: 5′-GCCTTCGAGAAAACGGGGAA-3′; *pash-1*-R: 5′-TGGCTCCCATTTCGGAGATT-3′;
*drsh-1*-F: 5′-TGAGCTGGCTTTGGCTAATCT-3′; *drsh-1*-R: 5′-ACCCCGTAATTAGTCGCTGG-3′
*cdc-42*-F: 5′-TGGGTGCCTGAAATTTCGC-3′; *cdc-42*-R: 5′-CTTCTCCTGTTGTGGTGGG-3′

#### Western blotting

To assess the extent of protein degradation of PASH-1:AID:MYC and DRSH-1:AID:MYC upon Auxin treatment, L4s were transferred to Auxin plates prepared as described above. 24h later, gravid adults were collected in Lämmli-buffer containing 2.5% β-Mercaptoethanol (v/v), and subjected to multiple cycles of snap-freezing followed by boiling until embryos were disrupted. Proteins were separated via SDS-PAGE and transferred onto a Nitrocellulose membrane. As primary antibodies either monoclonal mouse anti-myc (clone 46A, Merck Millipore, catalog number 05-724, diluted 1:2000) or a polyclonal rabbit anti-gamma tubulin (Abcam, catalog number ab50721, diluted 1:1,000) were used. As secondary antibody, anti-mouse IgG HRP-linked Antibody (Cell Signaling Technology, #7076, diluted 1:2,000) or anti-rabbit IgG HRP-linked Antibody (Cell Signaling Technology, #7074, dilution of 1:2,000) was applied followed by visualization using ECL reagent (Thermo Scientific).

#### Hatching assays

Embryos were obtained from day 1 gravid adults reared as described above, by slicing mothers in a drop of M9 buffer on a microscopic slide. 2-cell embryos of normal size were transferred to standard NGM plates or RNAiD plates and allowed to develop at the respective temperatures. Hatched animals were collected for subsequent analysis (backshift experiments, microscopy, or small RNA sequencing) from plates within 1h after hatching. The final hatching rate was assessed > 24h after embryo collection by scoring the fraction of animals that successfully escaped the eggshell. To obtain samples at specific developmental stages for small RNA sequencing, 2-cell embryos were harvested via slicing, collected or allowed to develop on NGM plates before being selected manually by stage at given time points (gastrulation: 4-5h after 2-cell stage, 3-fold = 8-9 hours after 3-cell stage).

#### Microscopy

For phenotypic analysis of embryonic arrest or hatched L1 larvae, animals were mounted on a thin agar-pad on a microscopic slide sealed with a coverslip. Images were recorded at 400x magnification using an AxioImager Z2 (Zeiss) equipped with DIC and fluorescence optics, and analyzed via ImageJ. Arrest phenotypes were scored as follows: cell mass = embryo fails to initiate bean stage; morphogenesis = embryo begins to elongate but fails to reach 2-fold stage; elongation = embryo completes 2-fold stage but arrests before hatching. Body measurements are based on DIC micrographs. Body length was measured as the length of a segmented path running through the mid body axis from head to tail. Body width was assessed as the arithmetic mean of 3 independent width measurements in the anterior, middle, and posterior part of each animal. Pharynx length was determined by the length of a segmented path running through the pharynx middle axis in animals expressing *myo-2*^*prom*^*::mCherry*. Mean and range are plotted for each genotype; unpaired t test was used for statistical comparison.

#### Small RNA sequencing

To profile miRNA levels, a modified version of the small RNA sequencing protocol described in [28] was performed. Samples containing each between 25 and 100 embryos (yielding about 5 to 20 ng total RNA) were collected at indicated stages and snap-frozen in liquid nitrogen. A series of eight RNA spike-In oligos spanning a 500-fold range of concentrations [61] were added on a per embryo basis, and total RNA was extracted using TRIzol Reagent (Invitrogen) according to the recommendations by the manufacturer for cell samples. To ensure complete disruption of embryos, samples were snap-frozen and thawed multiple times before proceeding with the extraction. After total RNA purification samples were treated as described in [28], with two important changes: A) amounts of 3′ linker and 5′ linker were reduced to a final concentration of 500 nM to reduce undesired amplification products. B) barcodes and random nucleotides serving as unique molecular identifiers were introduced into the 3′ linker to circumvent low-input related contamination and over-amplification issues, resulting in ligation products of the following sequence:

(XXXXX = barcode): 5′-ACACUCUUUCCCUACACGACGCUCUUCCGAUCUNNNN-(sRNA)_18-30nt_-NNNNNNXXXXXAGATCGGAAGAGCAC-ACGTCT/3ddC/-3′. After sufficient PCR-amplification as observed by SYBR green derived qPCR signal (requiring around 16-20 cycles), libraries were size-selected on an agarose gel to remove adaptor dimers and sequenced on a HiSeqV4 platform (Illumina). Small RNA reads were mapped and processed as in [28]. Modifications include addition of 3′ adaptor-barcode demultiplexing, which was added after trimming adaptor sequence in the Nextflow-based pipeline [54]. The modified Nextflow pipeline can be found at: https://github.com/lengfei5/smallRNA_nf/tree/master/dev_sRBC. To accurately quantify sRNAs, both mapped sequences and associated random nucleotides (functioning as UMIs) within the raw reads were quantified for miRNAs and piRNAs as well as spike-ins. To alleviate PCR amplification bias, UMI counts were used and normalized to spike-in as described in [61], allowing for absolute quantification of miRNA content per embryo even under conditions in which most miRNAs are depleted. In addition, as piRNAs are not affected across conditions and can thus be considered an internal control, data was normalized in parallel using total number of piRNA reads, yielding results highly similar to the ones obtained by spike-in normalization and providing additional confidence in the quantitative nature of the data. Scripts for this analysis can be found at: https://github.com/lengfei5/smallRNA_analysis_philipp/tree/master/scripts. Every round of library preparation included one sample of a comparable amount of *Arabidopsis thaliana* total RNA to assess the extent of potential contamination. The average counts for reads mapping to *C. elegans* miRNAs in contamination control samples (∼1% of the wild-type miRNA content) across four independent library preparations were subtracted from all samples as a background correction. 

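The 4 *Arabidopsis* libraries held 1774, 241, 629 and 14258 UMIs of *C. elegans* miRNAs next to 26556, 24, 11469 and 25204 spike-in UMIs. Relative to the mean miRNA level of the 7 WT libraries, this is 0.293%, 44.1%, 0.241% and 2.48%, a mean of 11.8% ± 21.6 (SD, n = 4). Control replicate 2, with 24 spike-in UMIs in its library, sets that mean: without it the mean is 1.01%. Pooling the UMIs and spike-ins of the 4 controls gave 1.17%, and without normalization to spike-ins the 4 controls held 0.277%, 0.0376%, 0.0982% and 2.23% of the mean WT UMI count, with a mean of 0.659%. The most abundant miRNAs in the controls were those abundant in worms: miR-52 stood at 644 ± 1183 UMIs per 1000 spike-in UMIs (SD, n = 4), miR-54 at 205 ± 391, miR-55 at 154 ± 286, miR-58a at 147 ± 264 and miR-51 at 141 ± 267, each with an SD above its mean, and miR-35 at 22.5 ± 40.6. That mean of miR-52 is above its level in RNAiD and *pash-1(ts)* embryos at the 2-cell stage (201 and 487) and gastrulation (179 and 553), and in WT 2-cell embryos. The mean of each miRNA over the 4 controls was subtracted from every library, with negative values set to 0, so control replicate 2 weighs on each content and share given after subtraction.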

For background-corrected, spike-in normalized, miRNA counts in molecules per embryo, see Table S2. Raw data from sRNA-seq experiments has been deposited in the NCBI-GEO database under the accession number GEO: GSE153233.

### Quantification and Statistical Analysis

Plots were created using Prism, statistical analysis was also performed in Prism as described in the figure legends. For sRNaseq data statistical analysis was performed using DESeq2 [62]. Figures were prepared with Adobe Illustrator CS6.

## Supplemental Information

Document S1. Figures S1–S4 and Table S1

Table S2. Processed Small RNA Sequencing Data, Related to STAR Methods Output of the pipeline used to extract miRNA reads from sRNaseq raw data. miRNA reads are normalized to spike-ins and denoted in molecules / embryo.

Document S2. Article plus Supplemental Information

Video Abstract

How the deposited data were processed for this re-analysis (not part of the article)

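Small RNA sequencing of 27 libraries was used: 23 of *C. elegans* (WT, RNAiD and *pash-1(ts)* at the 2-cell stage, gastrulation, the 3-fold stage and L1, 12 groups with 2 libraries each except WT 3-fold with 1) and 4 of *Arabidopsis* RNA as contamination controls. The authors trimmed adaptors with cutadapt 1.2.1, split libraries by linker barcode, assigned reads to miRNAs of WBcel235 (the submitters' processing notes also name HTSeq 0.6.1p1; the aligner is not stated) and counted UMIs. The deposited table holds 433 entries, 8 spike-ins and 425 miRNA arms, in which values are expected counts, which the authors corrected by UMI before deposit; they neither scaled them nor subtracted background; 379 values are not whole numbers, and 5810 empty ones were read as 0. It holds no transgenic mirtrons and no piRNAs, so results on these were left out.

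Levels are UMIs per 1000 spike-in UMIs of the library. For the miRNA content and the family shares, the mean level of each miRNA in the 4 controls was subtracted and negative values were set to 0, the content was summed over all 425 arms and divided by the WT mean of the stage, and the shares were averaged over libraries. Shares of single miRNAs in WT are those in the mean level of the libraries of a stage, with no subtraction, unless given by library. Differences in content were tested by an exact two-sided permutation test, whose smallest p for 2 libraries against 2 is 0.333. Intervals for a share of counts are exact binomial at 95% and cover counting error only. *C. elegans* libraries held 3235 to 858393 miRNA UMIs (median 105782) and 716 to 58638 spike-in UMIs (median 22408).

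Changes in single miRNAs were tested on rounded counts with edgeR 4.0.16 (quasi-likelihood fit of the 12 groups, library size the total of the 8 spike-ins, common dispersion 0.405, median prior degrees of freedom 20.3) for 251 arms with at least 10 counts in at least 2 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes are the size of the change over the square root of its F statistic. WT 3-fold embryos, with 1 library, give no spread of their own, and tests on them assume that they vary like the other groups. RNAiD and *pash-1(ts)* share the WT libraries, so they were compared with each other directly. Lists (the miR-35, miR-51, miR-58, let-7, lin-4, miR-44, miR-2, miR-64 and miR-72 families, endogenous mirtrons, cell-type-restricted miRNAs, passenger strands of the miR-35 and miR-51 families and 11 miRNAs the paper names) were tallied at that threshold and over the list alone, and those with at least 3 tested members were tested against the other miRNAs with camera of limma 3.58.1 (preset correlation 0.01). Of the miRNAs the paper names, 8, 7, 3 and 3 of 11 were lower in RNAiD and 3, 5, 7 and 6 in *pash-1(ts)* at the 4 stages. The text names list members, the 10 most abundant WT miRNAs of a stage and, per comparison, the 5 largest rises and falls with a mean of at least 100 counts, and says where a name was chosen after its values were seen. A fold against a group at 0 is a bound from 3 counts over the group.

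Tested on simulated data with the design of RNAiD against WT 2-cell embryos (425 arms, 200 changed, 237 tested), the test called 18 of 22 arms at a log2 fold change of −4, 6 of 25 at −2, 0 of 20 at −1, 1 of 28 at 1, 3 of 22 at 2 and 1 of 120 unchanged arms. The simulation gave all groups the same mean per unchanged arm, 1 common dispersion and a mix of falls and rises. In the data most arms fell together and groups differed in level, so these rates need not carry over. Alternatives were TMM and median-of-ratios over endogenous miRNAs, median-of-ratios over spike-ins, no filter and a filter of 50 counts, DESeq2 1.42.0, a fit of the compared groups alone, the replicate number as a block, the sequencing run as a covariate (inferred from the library number for 3-fold libraries), an estimated correlation for camera, leaving out each library, no subtraction, the 100 most abundant miRNAs, both strands of family members and single runs. R 4.3.3, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.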

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

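The tests of counting error, of lost spike-ins, of the label and of depth described here were chosen after the results were seen, as was that of the miR-35 family under weaker inactivation, and the test of the miRNA total under weaker inactivation was set beforehand.

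Control replicate 2 of the 4 *Arabidopsis* libraries lay far from the others in spike-in normalized level, with a gap to its neighbour of 0.948846 of the whole range, and control replicate 4 in UMIs without normalization, with 0.890609. Chance alone sets apart about 1 in 20 groups of this kind. Replicate 2 held 241 miRNA UMIs and 24 spike-in UMIs. Counting error of that spike-in total is argued against: at its upper 95% Poisson limit of 35.7 UMIs the level would still be 29.6% of WT, above the other controls at 0.241% to 2.48%. Whether spike-ins were left out or lost in that control cannot be told apart from a high background, since its 0.0376% of WT UMIs without normalization lies below the other controls but follows its depth, and no biological explanation was tested.

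RNAiD and *pash-1(ts)* embryos differed at 5 miRNAs at gastrulation, all lower in RNAiD, and L1 larvae at 64 miRNAs, 61 of them higher in RNAiD, when both depletions were compared directly. At gastrulation a fit of the 4 compared libraries alone gave 22 lower and 7 higher, and 0 changed without RNAiD replicate 2. At L1 the count was 1 without *pash-1(ts)* replicate 1 and 36 with the sequencing run as a covariate.

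In WT 2-cell embryos, let-7 stood at 65.2 UMIs per 1000 spike-in UMIs, with an SD of 56.7 over 2 libraries, against 5.23 ± 3.67 in the *Arabidopsis* controls (SD, n = 4). The paper's text does not discuss let-7 in 2-cell embryos.

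The library labelled *pash-1(ts)* 3-fold replicate 2 resembled the RNAiD 3-fold libraries: over 237 miRNAs outside the miR-35 and miR-51 families, which are not independent replicates, its levels correlated with theirs at r = 0.941 and 0.969, and at most at 0.927 with another *pash-1(ts)* library (L1 replicate 2). Its miR-40 made up 68.1% of miR-40 plus miR-35 (exact 95% interval 65.6% to 70.5%), against 96.6% in replicate 1. As a ratio, miR-40 stood at 2.13 times miR-35 in this library. The ratio was 2.75 and 3.05 in the RNAiD 3-fold libraries and 9.64 to 57 in the other *pash-1(ts)* libraries. Its miR-35 family level of 167 was also nearer to the RNAiD 3-fold libraries (222 and 259) than to replicate 1. Low depth of replicate 1 is argued against as the cause of the difference in the miR-40 share, since the lower bound of that share in replicate 1 is 94.5%. That test does not cover the correlations, which leave out both families. Whether the 3235 miRNA UMIs of replicate 1 lowered its correlation was not tested. Weaker inactivation in that collection is argued against as the cause of its miR-35 family level, which was 3.88 times higher in replicate 1 (648 against 167 UMIs per 1000 spike-in UMIs), beyond the largest ratio between replicates of another group, 2.79. For the other miRNAs it stays open, with a miRNA total 1.61 times that of replicate 1. A wrong label on that library stays open as a candidate explanation (r = 0.941, against 0.895 with WT 3-fold embryos), though some of its values lie apart from both RNAiD 3-fold libraries: miR-62 at 325, against 983 and 1056 there and 450 in replicate 1, and a miRNA total of 5288 against 8188 and 9273.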

How the results depend on the processing

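Recomputing each result under the alternatives that apply to it gave 472 values for the counts of changed miRNAs, content left, family shares and other summaries, and 622 for the log2 fold changes of named miRNAs. Of the first, 304 stayed within 1.5 times the count, or within the spread between libraries, and 168 moved. Of the second, 510 kept direction and side of the threshold, 50 lost and 15 gained the call, and 47 reversed. Chosen after seeing the data were the scaling without spikeIn_8, pooled controls, leaving out controls for the content and shares, and no subtraction combined with median-of-ratios over spike-ins. Except where the cause is named, the cause was not tested.

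Scaling to endogenous miRNAs, which removes by construction a change shared by most miRNAs, reversed the most log2 fold changes of single miRNAs, 16 under TMM and 17 under median-of-ratios. Another 3 and 5 gained a call, among the 3 under TMM miR-62 in RNAiD gastrulation embryos (4.45). Under TMM, the counts of changed miRNAs against WT were 50 (2-cell), 13 (3-fold) and 20 (L1) in RNAiD and 59, 88, 10 and 66 at the 4 stages in *pash-1(ts)*, those between RNAiD and *pash-1(ts)* were 13 (2-cell) and 21 (gastrulation), and that of WT L1 against 3-fold was 29. Under median-of-ratios over endogenous miRNAs they were 59, 14 and 23 in RNAiD, 63, 73, 20 and 69 in *pash-1(ts)*, 17 and 22 between them, 81 for WT 3-fold against gastrulation and 32 for WT L1 against 3-fold. TMM reversed the log2 fold change of miR-52 in RNAiD (1.53 2-cell, 0.10 gastrulation, 1.21 3-fold) and *pash-1(ts)* (0.98, 0.75, 1.60 and 3.22 at the 4 stages), miR-58a in RNAiD (0.23 2-cell, 0.18 L1) and *pash-1(ts)* (1.06 2-cell, 0.11 3-fold, 0.30 L1), miR-62 in RNAiD L1 (1.03) and *pash-1(ts)* 3-fold (2.71), and lin-4 (0.95 2-cell) and miR-40 (1.60 gastrulation) in *pash-1(ts)*. Median-of-ratios reversed miR-52 in RNAiD (1.34, 0.63 and 2.78) and *pash-1(ts)* (1.81, 1.67, 2.58 and 3.77), miR-58a in RNAiD (1.38 3-fold, 0.39 L1) and *pash-1(ts)* (1.81, 0.99 and 0.85), miR-62 at the same places (1.21 and 3.90), and lin-4 (1.66), miR-40 (2.49) and, at 3-fold, miR-2 (0.22) in *pash-1(ts)*.

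Median-of-ratios over spike-ins changed 24 miRNAs in RNAiD and 90 in *pash-1(ts)* 3-fold embryos. It left 2.87% of WT content in RNAiD 2-cell embryos, 53.1% in RNAiD L1 larvae and 15.8% in *pash-1(ts)* gastrulation embryos, with family shares of 13.2%, 40.6% and 35.8% in RNAiD (2-cell, 3-fold, L1), 5.87%, 42.7% and 36.7% in *pash-1(ts)* (2-cell, 3-fold, L1) and 62.8%, 43.7% and 17.7% in WT (gastrulation, 3-fold, L1). It reversed miR-62 in RNAiD L1 (0.056) and *pash-1(ts)* 3-fold (0.058) and miR-52 in *pash-1(ts)* 2-cell (0.20). Without spikeIn_8 the counts were 24 and 30 in RNAiD (3-fold, L1) and 91 in *pash-1(ts)* (3-fold), the content left 2.61%, 23.9% and 57.6% in RNAiD (2-cell, 3-fold, L1) and 14.5% in *pash-1(ts)* (gastrulation), the shares 13.1% and 46.0% in RNAiD and 9.48% and 48.3% in *pash-1(ts)* (2-cell, 3-fold) and 44.3% in WT 3-fold, and the reversed values 0.10, 0.055 and 0.22 for the same miRNAs.

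Of the settings of the test, no filter gave 5 and a filter of 50 counts 8 miRNAs between RNAiD and *pash-1(ts)* at the 2-cell stage. DESeq2 gave 91 in *pash-1(ts)* 3-fold, 7 and 9 between RNAiD and *pash-1(ts)* (2-cell, gastrulation), and 63, 31 and 14 for the WT steps. A fit of the 4 libraries compared, with fewer samples behind the spread, gave 178 in RNAiD L1 (all lower), 5 in *pash-1(ts)* 2-cell and 29 between them at gastrulation (22 lower and 7 higher), and it called, at unchanged folds, miR-52 in RNAiD 2-cell (−1.60) and *pash-1(ts)* gastrulation (−1.31), miR-58a in RNAiD L1 (−1.13) and miR-62 in RNAiD gastrulation (1.43). The run as a covariate gave 14 and 0 in RNAiD (3-fold, L1), 10 and 72 in *pash-1(ts)* (2-cell, 3-fold), 36 between them at L1 and 0 for WT L1 against 3-fold, and reversed miR-62 in RNAiD L1 (0.055). With the replicate number as a block, the counts were 27 in RNAiD L1, 81 in *pash-1(ts)* 3-fold, 39 between them at L1 and 5 for WT L1 against 3-fold, and the calls of miR-58a in *pash-1(ts)* 3-fold (−2.95), miR-66 at gastrulation (−4.30) and miR-40 at L1 (−2.46) between RNAiD and *pash-1(ts)*, lin-4 in WT gastrulation against 2-cell (−4.51) and miR-62 in WT 3-fold against gastrulation (2.94) were lost at folds close to those without the block. Deviations of replicates of the same number correlated at −0.763 to 0.503 over 45 pairs of groups, so the numbers do not mark shared batches throughout. Of 104 list tests, 18 passed by camera, 20 with TMM and 0 with the inter-miRNA correlation estimated from the data.

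With no subtraction of the controls, 8.08%, 5.42%, 23.8% and 46.1% of WT content was left in RNAiD and 15.8%, 11.7% and 16.0% in *pash-1(ts)* from gastrulation on, with shares of 42.3%, 40.1% and 48.9% in RNAiD (to 3-fold), 27.0% and 65.7% in *pash-1(ts)* (2-cell, gastrulation) and 44.9% in WT 3-fold. These shares held with median-of-ratios over spike-ins added, and the content left was then 12.6%, 6.63%, 31.6% and 61.7% in RNAiD and 21.2%, 15.1% and 20.2% in *pash-1(ts)*. Pooled controls left 5.90%, 3.96%, 23.3% and 45.7% in RNAiD and 14.5% and 11.0% in *pash-1(ts)* (gastrulation, 3-fold), with shares of 39.8%, 37.0% and 48.9%, 20.7% and 67.4%, and 44.8%. Over the 100 most abundant miRNAs, shares were 14.7% and 47.4% in RNAiD (2-cell, 3-fold) and 44.9% in WT 3-fold, and with both strands 13.3% and 49.4% in RNAiD, and 62.97% and 45.6% in WT (gastrulation, 3-fold).

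Leaving out a library took the call in 27 of the 50 losses. Without 1 library, assuming that a lone library varies like the other groups, counts ranged in RNAiD from 58 to 179 (2-cell), 92 to 138 (gastrulation), 2 to 3 (3-fold) and 2 to 28 (L1), in *pash-1(ts)* from 34 to 156, 31 to 111, 48 to 61 and 71 to 162, between them from 0 to 40, 0 to 5, 0 to 0 and 1 to 51, and in WT from 36 to 99 (to gastrulation), 19 to 35 (to 3-fold) and 0 to 0 (to L1). Content left ranged in RNAiD from 0.997% to 6.22%, 1.04% to 4.17%, 17.1% to 23.4% and 40.3% to 45.8%, and in *pash-1(ts)* from 1.74% to 38.4%, 8.94% to 14.7%, 4.57% to 11.1% and 8.55% to 15.4%. Shares ranged in WT from 32.4% to 63.2%, 58.4% to 61.2%, 44.4% to 44.8% and 20.6% to 25.0%, in RNAiD from 12.7% to 40.5%, 9.52% to 37.8%, 45.3% to 48.9% and 37.3% to 41.2%, and in *pash-1(ts)* from 9.57% to 22.0%, 67.2% to 76.2%, 47.7% to 54.1% and 46.8% to 50.5%. The background ranged from 1.01% without *Arabidopsis* control replicate 2 to 15.6%. In *pash-1(ts)* 2-cell embryos, miR-52, miR-58a and lin-4 reversed without WT replicate 1 (0.22, 0.62 and 0.96) and without *pash-1(ts)* replicate 1 (0.55, 0.26 and 0.19), down to −2.84, −2.99 and −3.55 without *pash-1(ts)* replicate 2, and miR-62 in RNAiD L1 reversed without RNAiD replicate 2 (0.14; −0.94 without replicate 1).

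Scaling to piRNAs and every result on the transgenic mirtrons were not run, since the deposited counts hold neither. Depth limits the 3-fold values most, with 716 and 1479 spike-in UMIs in the RNAiD libraries and 988 in *pash-1(ts)* replicate 1.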

Differences from the paper's values

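Both the paper's values and those here are percentages of WT content, or of the content left, after spike-in normalization and subtraction of the controls. The amount subtracted is not alike. The paper describes subtracting average control counts of about 1% of WT content, and the mean control level subtracted here was 11.8% of WT. In RNAiD embryos, the miRNA content left was 1.45% at the 2-cell stage against the paper's about 12% (Fig. 1B, read by eye) and 1.53% at gastrulation against the paper's about 7% (Fig. 1B, read by eye). The family shares of it were 12.8% against the paper's about 43% and 12.9% against the paper's about 42% (both Fig. 1B, read by eye). Among the alternatives set before the data were examined, no subtraction of the controls brings all 4 within 1.5 times the paper's values (8.08%, 5.42%, 42.3% and 40.1%), and the others do not. In RNAiD L1 larvae, 41.8% was left against the paper's about 63% (Fig. 4A, read by eye). No subtraction (46.1%), median-of-ratios over spike-ins (53.1%) and leaving out RNAiD replicate 2 or taking the May run alone (42.6%) come within that margin, and the others do not.

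In *pash-1(ts)* animals, 20.1% ± 25.9 (SD, n = 2) was left at the 2-cell stage against the paper's 35%, which lies within that SD, set by replicates of 1.74% and 38.4%. The content left was 10.1% at gastrulation against the paper's about 20% (Fig. S1G, read by eye), 6.67% at the 3-fold stage against the paper's 14% and 11.5% at L1 against the paper's 20%. At the 2-cell stage, no subtraction (26.8%), median-of-ratios over spike-ins (26.8%), and leaving out WT replicate 1 (36.9%) or *pash-1(ts)* replicate 1 (38.4%) come within the margin, at gastrulation no subtraction (15.8%) and median-of-ratios over spike-ins (15.8%), at the 3-fold stage no subtraction (11.7%), and at L1 no subtraction (16.0%) and leaving out *pash-1(ts)* replicate 2 (14.5%). The other alternatives do not. The family share at the 2-cell stage was 13.7% against the paper's about 25% (Fig. S1G, read by eye), and 27.0% with no subtraction, the one alternative within the margin.

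The background in the *Arabidopsis* controls was 11.8% ± 21.6 (SD, n = 4) of WT content against the paper's about 1%, which lies within that SD, set by control replicate 2 with 24 spike-in UMIs. Of the alternatives set before the data were examined, leaving out control replicate 2 (1.01%) comes within the margin, and leaving out each of the others or taking UMIs without normalization (0.659%) does not.

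The following settings were chosen after seeing the values. No subtraction together with median-of-ratios over spike-ins leaves 12.6%, 6.63%, 31.6% and 61.7% in RNAiD and 38.3%, 21.2%, 15.1% and 20.2% in *pash-1(ts)* at the 4 stages, with the shares of no subtraction, each within the margin of the paper's value. Pooling the controls, and leaving out control replicate 2, bring the shares of RNAiD (39.8% and 37.0%; 40.5% and 37.8%) and *pash-1(ts)* 2-cell embryos (20.7%; 22.0%), the content of RNAiD L1 larvae (45.7%; 45.8%) and that of *pash-1(ts)* at the 4 stages (25.2%, 14.5%, 11.0% and 15.3%; 25.4%, 14.7%, 11.1% and 15.4%) within the margin, but not the content of RNAiD embryos up to gastrulation. The spike-in total without spikeIn_8 does so for RNAiD L1 (57.6%) and for *pash-1(ts)* at the 2-cell stage, gastrulation and L1 (29.2%, 14.5% and 14.1%). Pooled controls give a background of 1.17%.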

Other observations

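All tests of an explanation in this part, apart from that of maternal material, were chosen after the result was seen.

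In WT, the let-7 and lin-4 families, which time larval development, fell from the 2-cell stage to gastrulation: 4 of 4 let-7 family members and 2 of 2 lin-4 family members passed by edgeR, with family levels of 299 ± 261 and 26.7 ± 22.4 UMIs per 1000 spike-in UMIs for let-7 and 138 ± 138 and 5.67 ± 7.19 for lin-4 (SD, n = 2). lin-4 itself fell by −4.57 on the log2 scale (standard error 1.45, adjusted p = 0.015), a call lost without WT 2-cell replicate 1 and without WT gastrulation replicate 1, with folds of −7.60 to −2.90 when each library is left out. At the same step, 2 of 4 miR-44 family and 2 of 3 miR-72 family members rose. The medians of these families kept their direction under TMM and under median-of-ratios scaling.

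In numbers of members lower at the 2-cell stage, gastrulation, the 3-fold stage and L1, RNAiD against WT gave 5, 5, 2 and 2 of 6 for the miR-58 family, 4, 4, 4 and 1 of 4 for the miR-64 family, 3, 4, 0 and 1 of 4 for the miR-2 family, 4, 4, 0 and 0 of 4 for the miR-44 family, 4, 2, 0 and 0 of 4 for the let-7 family, 4, 4, 1 and 1 of 7 for the cell-type-restricted list, and 8, 8, 0 and 5 of 8 and 6, 6, 0 and 0 of 6 for the passenger strands of the miR-35 and miR-51 families. For *pash-1(ts)* against WT, these were 2, 4, 5 and 4, 3, 3, 4 and 4, 3, 4, 3 and 4, 1, 2, 1 and 4, 1, 3, 1 and 2, 1, 3, 5 and 6, 7, 8, 7 and 5, and 5, 5, 2 and 2. Under TMM or median-of-ratios scaling, the medians of the miR-58, miR-2, miR-44, let-7 and cell-type-restricted lists turned in direction in at least 1 of these comparisons. In RNAiD 3-fold embryos the miR-64 and miR-72 families were lower than the other miRNAs by camera (adjusted p = 0.0072 and 0.014, and adjusted p = 0.37 for both with an estimated correlation). The endogenous mirtrons were higher in RNAiD at gastrulation (adjusted p = 0.0016, and adjusted p = 0.25 with an estimated correlation), with 0 of 4 passing alone by edgeR.

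The 2-cell replicates differed in miRNAs outside the miR-35 family. WT replicate 1 stood over replicate 2 by 1.14 times for the miR-35 family, 1.87 for the miR-51 family and 3.82 for the miR-58 family, and *pash-1(ts)* replicate 2 over replicate 1 by 1.21, 9.71 and 10.4 times. An error in the amount of spike-in is argued against, since it would move all families alike and the let-7 and lin-4 families stood at 4.65 times. Older embryos among WT replicate 1 are argued against too, since the higher WT gastrulation library held 53.2 UMIs of those families per 1000 spike-in UMIs, against 719 in that replicate. Maternal somatic material carried with the dissected embryos may contribute: across 160 miRNAs, which are not independent replicates, both replicate ratios correlated at r = 0.327, and at 0.310 outside both families (Spearman 0.238), and that explanation stays open as a hypothesis.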
